# Decoding breast cancer tissue–stroma interactions using species-specific sequencing

**DOI:** 10.1186/s13058-015-0616-x

**Published:** 2015-08-13

**Authors:** Indira V. Chivukula, Daniel Ramsköld, Helena Storvall, Charlotte Anderberg, Shaobo Jin, Veronika Mamaeva, Cecilia Sahlgren, Kristian Pietras, Rickard Sandberg, Urban Lendahl

## Abstract

**Introduction:**

Decoding transcriptional effects of experimental tissue–tissue or cell–cell interactions is important; for example, to better understand tumor–stroma interactions after transplantation of human cells into mouse (xenografting). Transcriptome analysis of intermixed human and mouse cells has, however, frequently relied on the need to separate the two cell populations prior to transcriptome analysis, which introduces confounding effects on gene expression.

**Methods:**

To circumvent this problem, we here describe a bioinformatics-based, genome-wide transcriptome analysis technique, which allows the human and mouse transcriptomes to be decoded from a mixed mouse and human cell population. The technique is based on a bioinformatic separation of the mouse and human transcriptomes from the initial mixed-species transcriptome resulting from sequencing an excised tumor/stroma specimen without prior cell sorting.

**Results:**

Under stringent separation criteria, i.e., with a read misassignment frequency of 0.2 %, we show that 99 % of the genes can successfully be assigned to be of mouse or human origin, both *in silico*, in cultured cells and *in vivo*. We use a new species-specific sequencing technology—referred to as S^3^ (“S-cube”)—to provide new insights into the Notch downstream response following Notch ligand-stimulation and to explore transcriptional changes following transplantation of two different breast cancer cell lines (luminal MCF7 and basal-type MDA-MB-231) into mammary fat pad tissue in mice of different immunological status. We find that MCF7 and MDA-MB-231 respond differently to fat pad xenografting and the stromal response to transplantation of MCF7 and MDA-MB-231 cells was also distinct.

**Conclusions:**

In conclusion, the data show that the S^3^ technology allows for faithful recording of transcriptomic changes when human and mouse cells are intermixed and that it can be applied to address a broad spectrum of research questions.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13058-015-0616-x) contains supplementary material, which is available to authorized users.

## Introduction

Genome-wide transcriptomic analysis provides important insights into many cellular processes, including tumor development [1]. However, in many situations it would be useful to simultaneously decode the transcriptomes of two different interacting cell types; for example, when human tumor cells are xenografted into mice. To obtain the transcriptomic information from the transplanted cells and the surrounding stroma has, however, frequently required physical separation of the human and mouse cells (for example, by fluorescence-activated cell sorting (FACS)-based separation using human- and mouse-specific cell surface markers) and this extensive handling of the cells prior to transcriptome analysis is likely to affect the transcriptomic profiles. Alternatively, species-specific quantitative real-time PCR (qPCR) analysis or cross-species hybridization of microarrays have been attempted [2, 3], but neither approach allows for a large-scale probing of the transcriptomes from two species. It would therefore be useful to develop new alternative technologies that enable simultaneous high-throughput analysis of human and mouse transcriptomes without prior cell sorting.

In this report, we establish such a technology and address two research questions in which human–mouse cell mixing is experimentally used: analysis of Notch signaling and xenografting of human breast cancer cells into mammary fat pads in mice. Notch signaling is an evolutionarily highly conserved cell–cell signaling system where a signal-sending cell expresses transmembrane ligands, such as Delta-like 4 (DLL4), that bind to the transmembrane Notch receptor on a neighboring, signal-receiving cell [4]. Thus, canonical Notch signaling is often studied by activating Notch receptors through co-culture of ligand- and receptor-expressing cells [5]. Because of the intermixing of ligand- and receptor-expressing cells it has proven difficult to decode transcriptional events specifically occurring in the receptor-expressing cells. As deregulated Notch signaling is linked to breast cancer, it is important from a breast cancer perspective to better understand the transcriptomic effects of Notch signaling. High levels of expression of Notch ligands or receptors have been often correlated with poor prognosis [6, 7]. Gain-of-function Notch mutations have been observed in breast tumors [8] and the negative regulator Numb is frequently lost or inactivated [9, 10]. Overexpression of activated forms of Notch in mammary tissue in transgenic mice leads to breast tumor development [11], and engrafting of human breast tumor cells with different levels of Notch has revealed a role for Notch in tumor progression and cellular metabolism [12]. Notch signaling is also implicated in tumor–stroma interactions, metastasis and therapy resistance in breast cancer [13–16].

Xenografting to the mammary fat pad is frequently used to explore mammary stem and progenitor cell differentiation [17] and to gain insights into growth and metastasis of human breast cancer cell lines [18] and patient-derived tumors [19]. Xenografting also provides information about the stromal responses to the tumor cells [20], which is important as the tumor–stroma interplay has emerged as an interesting research area. It is increasingly acknowledged that the stroma is not a passive bystander in the tumor process, but that the interplay between tumor and stroma is important for tumor initiation, progression and metastasis [21, 22]. Xenografting can also shed light on the differences between different types of breast cancer cells. Breast cancer can be classified into at least five different types [23], including luminal and basal-type tumors. These two tumor types differ with regard to prognosis, but also in terms of how transplanted luminal and basal-type tumor cell lines behave following transplantation in mice. Transplantation of luminal cell lines, such as MCF7, result in tumor formation but not metastasis, whereas transplantation of the basal-type cell line MDA-MB-231 results in both tumor growth and metastasis [24].

In this study, we develop a new bioinformatics-based approach, which we refer to as S^3^ (S-cube; for species-specific sequencing) technology, which allows simultaneous analysis of mouse and human transcriptomes. We demonstrate that the S^3^ technology can identify 99 % of all genes to be of mouse or human origin at a low species misassignment frequency, and we use the technology to provide new insights into transcriptional effects of Notch signaling and tumor–stroma interactions in xenografts.

## Methods

### Cell lines and cell culture

MCF7 (ATCC®, HTB-22™) and MDA-MB-231 (ATCC®, HTB-26™) human breast adenocarcinoma cell lines, 3T3-L1 mouse embryonic fibroblast cell line (ATCC®, CL-173™), 293T human embryonic kidney cell line (ATCC®, CRL-3216™), and MCF7-EGFP [12, 25, 26] were cultured in complete medium, composed of Dulbecco's modified Eagle medium DMEM, high glucose, pyruvate (Gibco®, cat. no. 41966-029) supplemented with 10 % fetal bovine serum (Gibco®, cat. no. 10270-106) and 1 % penicillin-streptomycin (10,000 U/mL, Gibco®, cat. no. 15140-122) at 37 °C in a humidified 5 % CO_2_ atmosphere. Both MCF7 and MDA-MB-231 cells were cultured without estrogen in the medium.

### Plasmids

Pi2EGFP-hDLL4 [27] was generously donated by Prof. Dr. Manfred Gessler (Biocenter of the University of Würzburg, Germany). pCAGG-IRES-GFP and MH100-HSP-lacZ were kindly donated by Prof. Johan Ericson (Karolinska Institutet, Sweden). 12xCSL-Luc was a kind gift from Dr. Tasuku Honjo (Kyoto University, Japan) [28]. Fc-DLL4 was generously donated by Prof. Tom Kadesch (University of Pennsylvania School of Medicine, USA) [29].

### Cellular co-culture analysis

We seeded 8.5 × 10^4^ mouse 3T3-L1 cells per well in two 12-well plates in triplicate per sample group, and seeded 1.7 × 10^6^ human MDA-MB-231 cells in one 100 mm dish. Cells were allowed to settle, and were transfected the following day after the medium was changed to be antibiotic free. 3T3-L1 cells were transfected with Pi2EGFP-hDLL4 or green fluorescent protein (GFP) (4 μg/well), using Lipofectamine® 3000 (Invitrogen™, cat. no. L3000-015), according to the manufacturer’s instructions. Six hours after transfection, MDA-MB-231 cells were scraped and 8.5 × 10^4^ cells in 1 mL complete medium per well were added to both 12-well plates. We added 20 μM N-[N-(3,5-difluorophenacetyl)-L-alanyl]-S-phenylglycine t-butyl ester (DAPT; GSI-IX; 2 μL of 10 mM stock, Selleck Chemicals, cat. no. S2215) per well to one plate, and added dimethyl sulfoxide (DMSO; 2 μL, Sigma-Aldrich®, cat. no. D4540) per well to the other as control. Cells were co-cultured for 6 hours, then lysed in 350 μL per well Buffer RLT (QIAGEN, cat. no. 79216) with 1 % 2-Mercaptoethanol (Sigma-Aldrich®, cat. no. M3148) and stored at –80 °C until RNA extraction.

To measure Notch activity from the co-culture, a parallel assay was set up as above, with the following modification: MDA-MB-231 cells were co-transfected with 12xCSL-Luc (30 μg/dish) and MH100-HSP-lacZ (3.0 μg/dish). Cells were co-cultured for 18 hours, then lysed in 200 μL per well luciferase lysis buffer (10 mM Tris pH 7.9, 300 mM NaCl, 1.5 mM MgCl_2_, 0.65 % NP40), and stored at –20 °C until luciferase assay was performed. Notch activity in cells expressing the 12xCSL-Luc reporter construct was measured by a luciferase assay using the same reagents as described [25, 26].

### Activation of Notch signaling by immobilized ligand

We seeded 1.7 × 10^6^ MDA-MB-231 cells per dish in one 100 mm dish. The following day, two 12-well plates were coated with Fc control or Fc-DLL4, in triplicate per sample group, as previously described [30], with the following modifications: Protein G (Pierce®, cat. no. 21193) 50 μg/mL in Dulbecco's phosphate-buffered saline (DPBS) for 1 hour at room temperature, Fc-DLL4 conditioned medium (approximately 1 μg/mL) [31] or ChromPure Human IgG Fc fragment (Jackson ImmunoResearch Laboratories, Inc., cat. no. 009-000-008) 1 μg/mL in 0.1 % bovine serum albumin (BSA)-DPBS for 1 hour at room temperature. MDA-MB-231 cells were scraped and 8.5 × 10^4^ cells in 1 mL complete medium per well were added to both 12-well plates. We added 20 μM DAPT (2 μL of 10 mM stock) per well to one plate, and added DMSO (2 μL) per well to the other as control. Cells were co-cultured for 6 hours, then lysed in 350 μL per well Buffer RLT with 1 % 2-Mercaptoethanol, and stored at –80 °C until RNA extraction.

To measure the Notch activity by immobilized ligand activation, a parallel assay was set up as above, with the following modification: MDA-MB-231 cells were co-transfected with 12xCSL-Luc (30 μg/dish) and MH100-HSP-lacZ (3.0 μg/dish). Cells were seeded on coated plates for 18 hours, then lysed in 200 μL per well luciferase lysis buffer and stored at –20 °C until luciferase assay was performed. Luciferase activity was analyzed as described above.

### Tumor and mammary gland extraction

For MCF7 tumors, 2 × 10^6^ MCF7-EGFP cells were mixed with BD Matrigel™ Basement Membrane Matrix (BD Biosciences, cat. no. 356234) and injected into the left and right cleared fourth inguinal mammary fat pads of two female athymic Nude-Foxn1^nu^ mice (Harlan Laboratories). The tumors were allowed to grow for 8 weeks, supplemented with estrogen and progesterone pellets (Innovative Research of America) to support growth. Tumors were excised upon reaching a volume of 500 mm^3^, immersed in RNALater solution (Ambion®, cat. no. AM7020), and stored at –80 °C.

For MDA-MB-231 tumors, 2 × 10^6^ MDA-MB-231 cells in 50 μL phosphate-buffered saline (PBS) were injected into the left intact fourth inguinal mammary fat pad of four female Fox Chase SCID® Congenic-CB17/Icr-Prkdc^scid^/IcrIcoCrl mice (Charles River Laboratories, strain code 236). The tumors were considered to be established when the largest diameter exceeded 3 mm. The established tumors were excised after approximately 4–5 weeks at an average volume of 500 mm^3^ (tumor volume = π/6 × length × width^2^). Mice were injected with 2.5 % Avertin, heart-perfused with 10 mL PBS, and tumors resected. Tumors were snap-frozen by a dry ice/ethanol slurry, and stored at –80 °C. These tumors were obtained from mice in the control group of another experiment, and were treated with IgG antibody twice a week for a total of eight times.

As control, the left fourth mammary gland of a female NSG-NOD.Cg-Prkdc^scid^ Il2rg^tm1Wjl^/SzJ mouse (Jackson Laboratories, strain 005557) was cleared, dissected, immediately preserved in RNALater solution, and stored at –80 °C.

### Homogenization, RNA extraction and cDNA library preparation

Homogenization of MCF7 and MDA-MB-231 tumors was performed by the “Lysis and Homogenization: 10–100 mg Frozen or Fresh Fibrous Tissue, Mortar and Pestle Protocol” of the PureLink^TM^ RNA Mini Kit (Ambion®, cat. no. 12183-018A). Homogenization of the thawed mouse mammary gland was performed by mincing the tissue in 200 μL TRIzol® Reagent (Ambion®, cat. no. 15596-026) with a scalpel, using an RNase/DNase-free pestle and 1.5 mL tube to dissociate larger pieces in solution, and passing tissue solution through a 23-gauge needle ten times.

RNA extraction for all cell lysates from the immobilized ligand assay, two-species co-culture, MCF7 cells and MDA-MB-231 cells was performed using the RNeasy Mini Kit (QIAGEN, cat. no. 74104). RNA extraction of homogenized MCF7 and MDA-MB-231 tumors was performed using TRIzol Reagent followed by purification using the PureLink RNA Mini Kit. RNA extraction of the homogenized mammary gland was performed using TRIzol Reagent and PureLink® DNase (Ambion®, cat. no. 12185010) treatment. RNA concentration and RNA integrity number (RIN) were calculated by an Agilent 2100 Bioanalyzer system using the Agilent RNA 6000 Nano Kit (Agilent Technologies Inc., cat. no. 5067-1511).

cDNA libraries for all samples were created using the TruSeq® RNA Sample Prep Kit v2–48, Set B (Illumina®, cat. no. RS-122-2002), as per the TruSeq® RNA Sample Preparation v2 Guide, Low-Throughput Protocol. The following RNA amounts were used as starting material: 100 ng per sample of cell lysates, 200 ng of mammary gland, and 1 μg per sample of MCF7 and MDA-MB-231 tumors. Quantification and quality control of the cDNA libraries was performed using the Agilent DNA 1000 Kit (Agilent Technologies Inc., cat. no. 5067-1504). Quantification of pooled libraries was performed using the Qubit® 2.0 Fluorometer (Invitrogen™, cat. no. Q32866) and Qubit® dsDNA HS Assay Kit (Invitrogen™, cat. no. Q32851), and concentration of pooled libraries was diluted to 2 nM. All kits were used as per the manufacturer’s instructions.

### Alignment and analysis of technical performance

The cDNA libraries were sequenced on a HiSeq 2000 with a 50–52 read length, single-end, for different samples. The reads were aligned to both the human genome (assembly hg19) and the mouse genome (assembly mm10) using STAR [32] with default settings (e.g., 10 mismatches maximum) in the version from 11 Feb 2013. For each species, we filtered for reads that had a unique match to that species' genome (quality score 255) and did not align to the other species' genome. For technical comparison in some analyses we also kept a set of aligned reads which mapped uniquely but without the filter for the other species genome. We also aligned reads using Bowtie [33] with the setting -best to both genome and transcriptome (from Ensembl for mouse, GENCODE for human), for comparison of alignment performance. We then calculated gene expression values using rpkmforgenes.py [34] (with the settings -rmnameoverlap -bothendsceil and RefSeq annotation downloaded 1 Jul 2014 from the UCSC genome browser). We removed microRNA and snoRNA genes since they had had extreme variability in previous projects, plus they are not normally polyadenylated, and applied TMM (trimmed mean of M-values) normalization of the RPKM values. Using only the reads mapping to the protein coding transcripts, we calculated the read losses due to ambiguous mapping as reads mapping to both species divided by reads mapping to the species of origin (Fig. 1b). The definition of “full loss” genes is the number of genes going from non-zero to zero expression upon discarding multi-species mapping reads, whereas the “partial loss” genes are those getting fewer reads but still non-zero. Since the true origin of each sequence was known, we could also calculate the number of misassigned reads (Fig. 1c). The samples in the in-silico analysis were three human samples from [35] (H1-3), three mouse samples (M1-3) [36], mbrNoAmp-s_1 (M4) and mbrNoAmp-s_2 (M5) [37] and the rat samples SRR1586060 (R1) [38], SRR1613356 (R2) [39] and ERR530739 (R3) [40]. Raw sequence reads have been deposited at the NCBI Sequence Read Archive (SRP056041) and processed gene expression values at the NCBI Gene Expression Omnibus (GSE66744). The detected gene cutoff was set to 1 read and the fold changes added a pseudo-value of 0.3 RPKM (based on the background value in Ramsköld et al. [41]) before calculating the ratio. For Xenome, we used the graft and host output files and aligned the reads with STAR using the default settings.

**Fig. 1:**
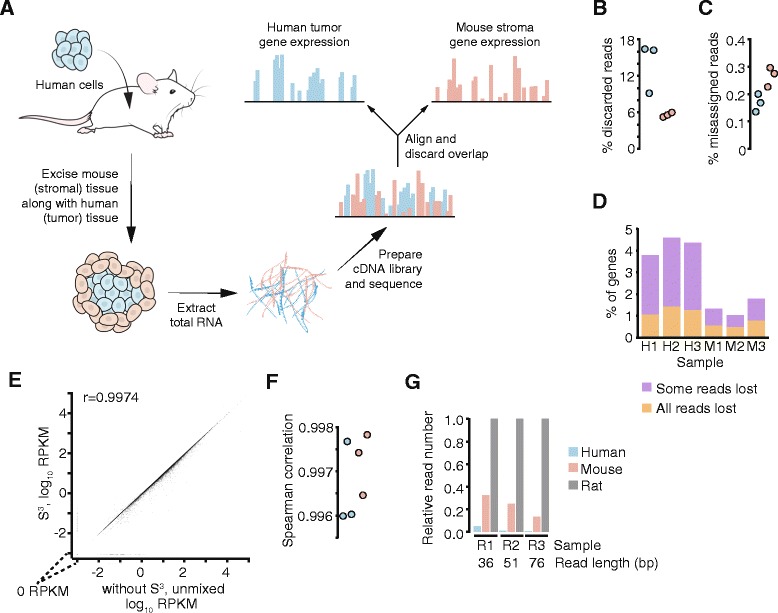
Species-specific sequencing—separation of mouse and human transcriptomes *in silico*. **a** Schematic flowchart of the principle steps in the S^3^ technology. A specimen of mixed human and mouse cells (for example, from a tumor–stroma xenograft experiment) is subjected to RNA-seq. The mixed transcriptome is bioinformatically separated into human and mouse transcriptomes, discarding transcripts with a defined maximum number of mismatches. **b** Fraction of reads that are species-ambiguous; i.e., cannot be assigned only to one species and therefore discarded. **c** Fraction of misassigned reads; i.e., species-specific reads that align to mouse genes for human samples or to human genes for mouse samples. Data in **b** and **c** are from three human (79 bp reads, in blue) and three mouse (51 bp reads, in pink) samples. **d** Percentage of expressed genes with full (orange) or partial (purple) loss of reads after S^3^ in the three human (H1–3) and mouse (M1–3) samples. **e** Scatterplot and Spearman correlation between a mouse sample (M1) and mouse expression values from S^3^ applied to a mix of human (H1) and mouse (M1) samples. **f** Spearman correlations for the human (blue) and mouse (pink) S^3^ components of *in silico* mixes of H1 + M1, H2 + M2 and H3 + M3. **g** The number of reads assigned by S^3^ as human, mouse or rat for three rat samples, normalized by the number of rat reads

### Statistics and additional bioinformatics

For the figures showing principal component analysis, we used the prcomp function in R. We used DAVID functional annotation tool for a Gene Ontology enrichment analysis [42, 43], taking one term from each cluster in the output and requiring a 5 % Benjamini-adjusted *p*-value produced by DAVID. Because a maximum of 3000 genes can be analyzed using the official gene symbol identifier, a random number generator was used to choose 3000 genes from lists containing greater than 3000 genes. For differential expression testing we reused a test from Ramsköld et al. [37], but modified to take RPKM values as input instead of exon inclusion frequency. This test used the same statistic as in significance analysis of microarrays (SAM), and then *p*-values were calculated by permuting the samples to create a null distribution, and produced false discovery rates (FDRs) using the Benjamini-Hochberg method. The complete script for the S^3^ technology (from fastq.gz file input to final human/mouse gene expression quantification output) is given in [44]. Fisher’s exact test was deployed to test gene list overlap, using 24,112 as the total number of human genes and 23,225 as the total number of mouse genes, and the values are presented in Additional file 1 (Table S1). The *p*-value tables from SAM (see above) are listed in Additional file 2 (Table S2). Luciferase assay comparisons in Figs. 2b and 3b were analyzed using two-tailed unpaired Student’s *t*-test with Welch’s correction. The genes corresponding to the gene counts in figure panels of *in vitro* comparisons (Fig. 3e; Additional file 3: Figure S4 and Additional file 4: Table S3) are listed in Additional file 5 (Table S4).

**Fig. 2:**
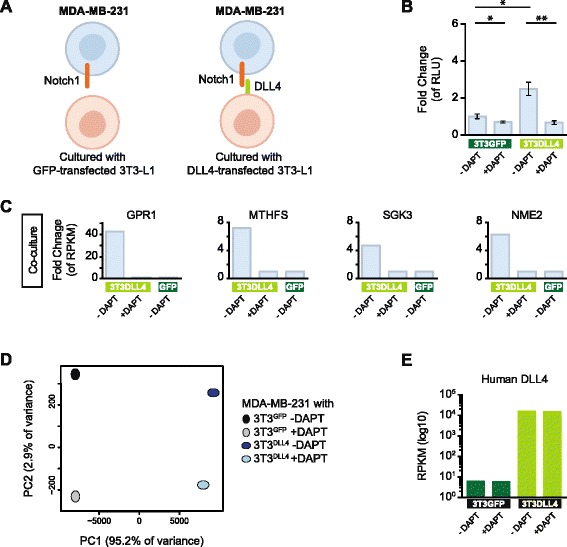
Analysis of ligand-induced Notch signaling using S^3^ technology. **a** Schematic depiction of the co-culture system used to analyze the Notch downstream response. The human MDA-MB-231 cells express robust levels of the Notch1 receptor and are co-cultured with mouse 3T3-L1 cells, which in some experiments are transfected with the Delta-like 4 (DLL4) ligand. **b** Analysis of 12xCSL-Luc activity for various combinations of co-culture of 3T3-L1 and MDA-MB-231 cells, where the latter are transfected with the Notch reporter 12xCSL-Luc. Note the increase in reporter activity where 3T3-L1 cells transfected with the DLL4 ligand are co-cultured with MDA-MB-231 cells, and that this increase is abrogated by the addition of N-[N-(3,5-difluorophenacetyl)-L-alanyl]-S-phenylglycine t-butyl ester (DAPT). Relative luciferase units (RLU) were normalized to beta-galactosidase values before fold change analysis. *p < 0.05, **p < 0.01 (Student’s *t*-test). Replicates per treatment group (*n* = 3) are from one culture split prior to transfection and measurement. **c** Fold change of expression levels (RPKM) for four genes (GPR1, MTHFS, SGK3 and NME2) from MDA-MB-231 cells co-cultured with 3T3-L1 cells transfected with DLL4 or green fluorescent protein (GFP) in the presence (+DAPT) or absence (-DAPT) of DAPT, as indicated. **d** Principal component analysis (PCA) of the genome-wide transcriptomes in MDA-MB-231 cells in response to DLL4 ligand-stimulation and DAPT treatment, as described in the figure. **e** Expression levels of human DLL4 in the co-cultures of MDA-MB-231 and 3T3-L1 cells, as described. Note the high level of DLL4 expression in cells transfected with a human DLL4 plasmid (the two bars to the right, light green)

**Fig. 3:**
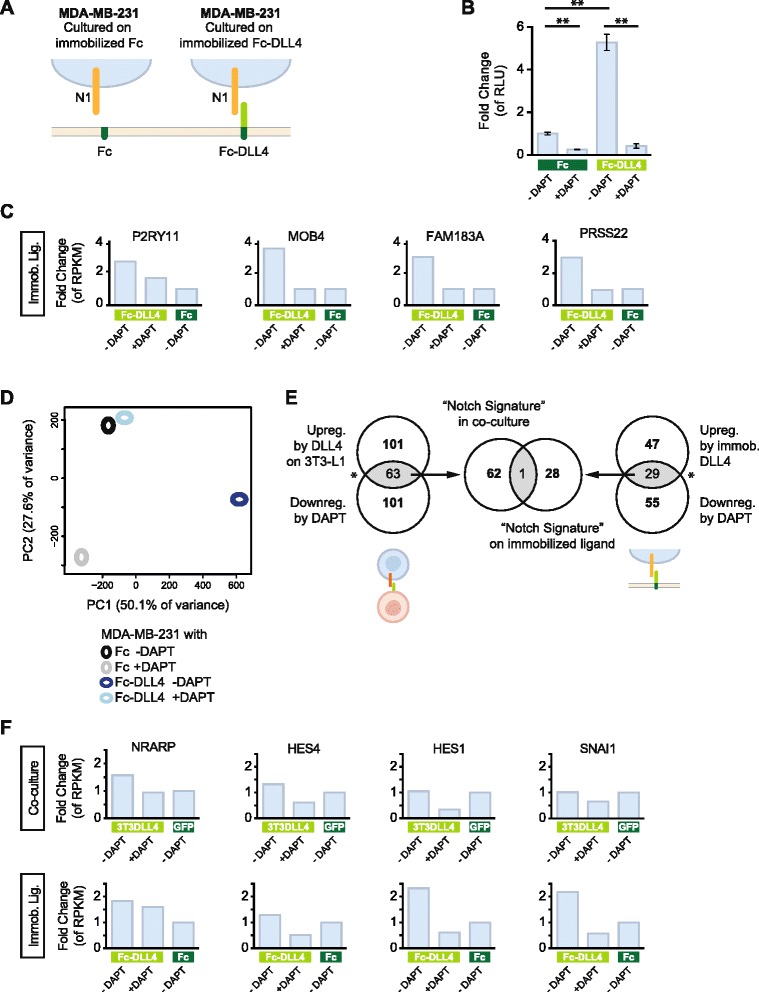
Analysis of two different modes of Notch ligand presentation. **a** Schematic depiction of activation of Notch by immobilized ligand (Fc-DLL4) or with Fc as control. **b** Analysis of 12xCSL-Luc activity in MDA-MB-231 cells cultured on immobilized Fc-DLL4 or Fc alone as control, and in the presence or absence of N-[N-(3,5-difluorophenacetyl)-L-alanyl]-S-phenylglycine t-butyl ester (DAPT), as indicated. Note the increase in reporter activity when cells are cultured on Delta-like 4 (DLL4) and that this activity is abrogated by the addition of DAPT. Relative luciferase units (RLU) were normalized to beta-galactosidase values before fold change analysis. *p < 0.05, **p < 0.01 (Student’s *t*-test). Replicates per treatment group (*n* = 3) are from one culture split prior to transfection and measurement. **c** Fold change of expression levels (RPKM) of four genes (P2RY11, MOB4, FAM183A and PRSS22) in the MDA-MB-231 cells in response to DLL4 ligand-stimulation and DAPT treatment, as described in the figure. **d** Principal component analysis (PCA) of the genome-wide transcriptomes in MDA-MB-231 cells in response to DLL4 ligand-stimulation and DAPT treatment, as indicated. **e** Comparison of Notch response signatures derived by DLL4 presented from co-cultured cells (*left*) or immobilized DLL4 (*right*). In the upper left circle are the 164 genes that are >2-fold upregulated in MDA-MB-231 cells by DLL4 on 3T3-L1 cells and the lower left circle denotes the 164 genes that are downregulated by DAPT. The overlap between these two categories (63 genes) are genes that are both upregulated by DLL4 and downregulated by DAPT, i.e. the Notch signature. For the immobilized ligand there are 76 genes that are upregulated by immobilized DLL4, and 84 genes are downregulated by DAPT. The overlap is 29 genes, which are both upregulated by immobilized DLL4 and downregulated by DAPT. Comparison of the “co-culture” and “immobilized” signatures identifies only one gene in common (the middle section of the figure). *p < 0.05 (Fisher’s exact test). **f** Fold change of expression levels (RPKM) from four well-established Notch target genes (NRARP, HES4, HES1 and SNAI1) in the MDA-MB-231 cells in response to DLL4 ligand-stimulation by co-culture (*upper row*) or DLL4 immobilized ligand (immob. lig., *lower row*), respectively, and in the presence or absence of DAPT as indicated. *GFP* green fluorescent protein

### Statement of ethical approval

Animal experiments were conducted in accordance with the institutional animal care policies of Karolinska Institutet, University of Turku and Åbo Akademi University. Stockholms Norra Djurförsöksetiska granted ethical permit number N151/14. The Finnish animal ethics committee granted ethical permit numbers STH471A/ESLH-2008-05395/Ym-23 7.7 2009, STH169A/ESLH-2009-01942/Ym-23 11.3 2009, and ESLH-2008-05395/Ym-23 23.6 2011.

## Results

### Species-specific sequencing—separation of mouse and human transcriptomes *in silico*

We wanted to establish a technology that faithfully reports the human and mouse transcriptomes from an intermixed human/mouse tissue sample. The gist of the technology is to align all sequence reads and discard the overlaps and a flowchart for the principle steps in the S^3^ technology is presented in Fig. 1a, with a program-by-program presentation available as Additional file 3 (Figure S1). We began our analysis by first exploring to what extent transcriptomes of mouse and human origin could be separated *in silico*. We set up a pipeline where RNA-seq data were aligned to both the mouse and human genomes by the program STAR, removing reads that aligned to both. We have optimized the settings for this pipeline (Additional file 6: Table S5), finding that the settings -Mu 1 (max. 1 mismatch for unique) -Ms 1 (max. 1 mismatch for shared) -D 2 (max. 2 mismatch difference) gave the best balance between sensitivity and specificity. The code is available at [44]. We tested this pipeline on three human (79 bp reads) and three mouse (51 bp reads) samples and found that, on average, 9.8 % of the reads were discarded as species-ambiguous (Fig. 1b) and that, on average, 0.2 % of the reads were assigned to the wrong species (Fig. 1c). The discarded reads corresponded to a full loss of, on average, 0.9 % of the expressed genes (all reads lost) and a partial loss of 1.9 % of the expressed genes (some reads lost) (Fig. 1d). The misassigned reads were spread over approximately 2500 genes on average; i.e., they contribute to a low background level of expression, although genes for nuclear proteins tended to have more such reads than other genes (Additional file 7: Table S6A). To ascertain that species misassignment and potential biases in read loss does not cause S^3^ expression values to lose accuracy, we mixed pairs of human and mouse samples *in silico* and compared expression values before and after mixing the samples and using S^3^ (Fig. 1e,f), with good correlation. As recent reports have described related technologies to decode mixed-genome transcriptomes [45, 46–48], we directly compared our method to one of these methods, Xenome, for which a detailed script is available [45]. The comparison revealed that the S^3^ technology has 1.6 ± 0.2 (SEM) times better separation between species and retains 4.8 ± 0.5 times more reads as compared to Xenome combined with STAR alignment (Additional file 3: Figure S2).

We next asked whether the S^3^ technology would be able to cope with a comparison of transcriptomes from more than two species, which would be useful for example when human tumor cells and rat cancer-associated fibroblasts (CAFs) are xenografted into the mouse to study specific aspects of tumor–CAF interaction. When we aligned rat samples to three genomes—mouse, human and rat—and separated the reads by species with S^3^, we noticed large numbers of reads being assigned as mouse-specific (Fig. 1g). The same was not true for mouse samples (Additional file 3: Figure S3), and we suspect the difficulty lies with gaps and/or incorrect sequence in the rat genome assembly, which currently has a much lower quality than the mouse and human genome assemblies. In conclusion, the *in silico* analysis provides proof-of-concept that species-specific differences can be effectively used to dichotomize a mixed-species transcriptome, and the technology can also be extended to analyze more than two species, in particular where high-quality genome information is available.

### Analysis of ligand-induced Notch signaling using S^3^ technology

We used the S^3^ technology to gain further insights into Notch signaling and, more specifically, to assess whether the mode of Notch ligand presentation to Notch receptor-expressing cells affects the Notch downstream response. Notch signaling starts when a Notch ligand (such as DLL4) on one cell interacts with a Notch receptor on a neighboring cell leading to γ-secretase complex-mediated proteolytic processing of the Notch receptor, ultimately releasing its intracellular domain (Notch ICD). Notch ICD then translocates to the nucleus, where it binds to the DNA-binding protein CSL (RBP-Jκ) to activate transcription of downstream genes (for reviews see [4, 49]). To study receptor activation, there are two principally different ways to activate Notch signaling by ligand: the ligand can be expressed on a neighboring cell or immobilized in the culture dish. To what extent these two ways of providing ligand yields different responses is not known, as it has been difficult to establish a genome-wide transcriptome in the Notch receptor cells in the co-culture situation because of confounding effects of the ligand-presenting cells.

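RNA sequencing was done on 4 co-culture libraries, 1 for each combination of the plasmid in the fibroblasts, human DLL4 or GFP, with no DAPT or with 20 μM DAPT for 6 hours. MDA-MB-231 is a basal-type human breast adenocarcinoma line, and 3T3-L1 is a mouse fibroblast line that can form adipocytes. DLL4 is a transmembrane ligand of Notch receptors, GFP is a fluorescent protein used as the control plasmid, and DAPT inhibits γ-secretase, the protease that releases the Notch intracellular domain. The libraries held 5443095 to 6245597 human reads (median 5790238) and 6548625 to 6971297 mouse reads (median 6889792). Single-end reads were aligned by the authors with STAR to the human genome hg19 and the mouse genome mm10. Reads with a unique match in 1 species and no match in the other were counted over RefSeq genes by the authors, who deposited read counts and RPKM values scaled between libraries by TMM. From these values, 0.3 RPKM was added to both sides of each ratio and a gene was called higher or lower when the ratio exceeded 2, as the paper's methods state. On this scale the fold of a gene at low RPKM is understated. With 1 library per condition there was no replicate check of these differences, and no p-value is given for them. Lists of genes with shared functions were fixed before the data were examined. Each is described by its median log2 ratio and by the percentile of that median among 10000 random lists of the same size and expression level. The sample labels and the names given to the deposited data of these 4 libraries contradict each other. The libraries labelled GFP are named DLL4 in the data, and those labelled DLL4 are named GFP, both without and with DAPT. Human DLL4, the transfected gene, had 370612 and 353528 reads in the libraries labelled GFP and 119 and 109 in those labelled DLL4. The human read totals were 99.2% to 99.3% of those in Table S7 with the names exchanged and 86.5% to 113.9% by the labels. These values show that the libraries labelled GFP are those the paper calls DLL4. The labels had been chosen before the values were seen and were followed, so each library is called by its label, and values with the names exchanged are given beside those by the labels.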

To induce Notch signaling we co-cultured mouse embryonic fibroblast 3T3-L1 cells transiently transfected with human DLL4 plasmid (3T3-L1^DLL4^) or GFP plasmid (3T3-L1^GFP^) as control, with human breast adenocarcinoma MDA-MB-231 cells, which express robust levels of the Notch1 receptor [31, 50] (schematically depicted in Fig. 2a). Activation of Notch signaling after ligand stimulation was verified by upregulation of the transfected Notch reporter 12xCSL-Luc in the MDA-MB-231 cells after 18 hours of co-culture with the DLL4-expressing cells, and this activation was abrogated by the γ-secretase inhibitor DAPT (Fig. 2b). Analysis of the transcriptome of all combinations of the 3T3-L1 and MDA-MB-231 cells revealed that more than 98 % of expressed genes could be distinguished in both human and mouse transcriptomes (Additional file 8: Table S7, % remaining genes), in keeping with the *in silico* sorting results presented above. The proportion of human and mouse sequence reads was close to 50 % (Additional file 8: Table S7C, % reads), indicating that there were approximately equal numbers of MDA-MB-231 and 3T3-L1 cells in each co-culture experiment. 

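Human reads made up 46.8% (exact 95% binomial confidence interval 46.8 to 46.8) of the assigned reads in the library labelled GFP without DAPT and 47.3% (47.2 to 47.3) in the library labelled GFP with DAPT. In these libraries, 6.09% and 5.66% of the human reads were of human DLL4, the gene transfected into the mouse cells. The human share there is therefore not that of MDA-MB-231 cells alone. The share was 45.6% (45.6 to 45.7) in the library labelled DLL4 without DAPT and 44.2% (44.2 to 44.3) in the library labelled DLL4 with DAPT. Reads from the mouse 3T3-L1 cells were the larger part in all 4 libraries. The mean human share over the 4 co-cultures was 46.0% ± 1.36 (SD, n = 4 libraries of 4 conditions). These intervals cover counting error only. A share of reads also depends on the amount of RNA per cell and on how many reads each genome keeps after the species filter, neither of which was measured here.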

In our single-species samples, we observed that 0.1–0.3 % reads were assigned to the wrong species (Additional file 8: Table S7, % reads), due to sequencing read errors, which normally occur at this frequency in RNA-Seq [51, 52]. 

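In 8 cultures of human cells alone, the share of assigned reads that fell on mouse genes ranged from 0.0441% to 0.122%, with a mean of 0.0824% ± 0.0322 (SD, n = 8 libraries). Rn45s, the mouse 45S ribosomal RNA precursor, took the most of these reads in 7 of the 8 cultures and held 2087 of the 14157 mouse reads of MDA-MB-231 cells grown on Fc without DAPT. The 4 libraries of the immobilized ligand experiment, the Fc culture included, had reads on 4264 to 4745 mouse genes, and the other 4 human cultures had reads on 1140 to 1761. The reverse was measured in the untransplanted mouse mammary gland, where 0.140% of reads fell on human genes (exact 95% binomial confidence interval 0.138 to 0.142, 18172 reads). GAPDH, a glycolytic enzyme gene with many near-identical copies, was the leading human gene there. Human DLL4 had 75 reads in the gland, against 7, 13 and 8 in the MCF7 tumors 1L, 3L and 3R of the xenograft experiment. Whether all human reads of the gland were mouse reads put on the wrong species was not tested.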

We next compared the MDA-MB-231 transcriptomes derived after exposure to 3T3-L1^DLL4^ or 3T3-L1^GFP^ cells. Co-culturing with the 3T3-L1^DLL4^ cells upregulated 164 genes and downregulated 415 genes as compared to co-culturing with the 3T3-L1^GFP^ cells (Additional file 3: Figure S4A).

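In the library labelled DLL4 without DAPT, human genes of the inflammatory response stood above the library labelled GFP. The neutrophil-attracting chemokines CXCL1 (40.0 and 5.35 RPKM), CXCL2 (37.8 and 6.69 RPKM), CXCL3 (17.3 and 2.17 RPKM) and CXCL8 (218 and 38.9 RPKM) were higher, with log2 ratios of 2.83, 2.45, 2.83 and 2.48. TNFAIP3, a feedback inhibitor of NF-κB, had 81.9 and 11.8 RPKM, EGR1, an immediate early transcription factor, had 196 and 34.2 RPKM, and the interferon gene IFNL1 had 29.1 and 1.83 RPKM. HBD, a globin gene, had 799.6 RPKM from 3304 reads in the library labelled DLL4 and 0.404 RPKM from 2 reads in the library labelled GFP. With DAPT it had 2896 and 3 reads, so HBD went with the transfected plasmid. Whether its reads came from the MDA-MB-231 cells was not tested. Human DLL4 was lower in the library labelled DLL4, with a log2 ratio of -11.28.

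Of 29 measured genes of the inflammatory and cytokine list, 19 were more than 2-fold higher in the library labelled DLL4 and none was lower, with a median log2 ratio of 1.47 (percentile 100). Of 38 interferon-stimulated genes, none passed 2-fold in either direction, while the list median was 0.53 (percentile 100). The stress-induced factor ATF3 (1.43), the adhesion receptor ICAM1 (1.47) and the apoptosis inhibitor BIRC3 (1.36) were also higher. The 12 measured Notch targets had a median of 0.07 (percentile 4.12), and BIRC3 was the only 1 of them past 2-fold. DNAH14, an axonemal dynein gene, CEP63, a centrosome gene, and DYRK4, a kinase gene, had log2 ratios of -2.10, -1.12 and -1.05, although their reads were 90 and 81, 172 and 182, and 62 and 79 in the libraries labelled DLL4 and GFP.

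In all, 417 genes were higher and 164 lower in the library labelled DLL4. Under the exchanged names 164 were higher and 417 lower, and every direction given here turned. Of the 417 and 164 genes, 72.2% and 93.3% had fewer than 20 reads in the library where they were higher. After median-of-ratios scaling, 315 were higher and 199 lower by the labels. In simulations with no effect, counting noise alone gave means of 173 and 184.5, so the 164 genes were no more than noise gives. With the spread of the 3 MDA-MB-231 cultures on Fc the means were 341.5 and 358.6.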

We next analyzed the effect of blocking Notch signaling by the γ-secretase inhibitor DAPT, which abrogates Notch receptor cleavage [49]. 

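In the library labelled DLL4, DAPT lowered HES1, a direct Notch target and transcriptional repressor, from 16.7 to 7.60 RPKM (log2 ratio -1.11). The Notch targets SNAI1, a repressor of epithelial genes, and HES4 had log2 ratios of -0.60 and -0.17, and NRARP, a feedback regulator of Notch, had 0.17. The 10 measured Notch targets had a median of -0.19 (percentile 0.07 among random lists), and HES1 was the only 1 more than 2-fold lower by the labels. In the library labelled GFP, which is the ligand library by the exchanged names, 2 of 12 were, HES1 (17.6 to 5.60 RPKM, log2 ratio -1.61) and HES4 (16.9 to 7.74 RPKM, -1.10), with NRARP at -0.74 and SNAI1 at -0.64. PDK3, a mitochondrial kinase gene, went from 3.41 to 1.53 RPKM on 115 and 104 reads. Higher with DAPT were HNMT, a histamine methyltransferase (2.05 to 5.29 RPKM, but log2 ratio -0.054 with the names exchanged), FXN, the frataxin gene (2.01 to 7.21 RPKM), and CXADR, an adhesion molecule of epithelial junctions (2.06 to 4.91 RPKM).

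DAPT lowered 232 genes and raised 247 by more than 2-fold in the library labelled DLL4. Of the 417 genes higher in this library than in the library labelled GFP, 121 were lowered by DAPT, and 55 of the 164 lower genes were raised. KRT17, a basal keratin, was among the 121 (2.98 RPKM against 1.14 with GFP and 1.14 with DAPT), as was RBPMS2, an RNA-binding protein gene (3.19 against 1.06 and 1.42 RPKM), and 114 of the 121 had fewer than 20 reads in all 3 libraries. By the exchanged names, DAPT lowered 165 and raised 188 genes, 63 of 164 genes formed the signature, and the 12 measured Notch targets had a median of -0.37 (percentile 0).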

Addition of 20 μM DAPT at the onset of the co-culturing (i.e., for a total of 6 hours) resulted in downregulation of 63 of the 164 genes that were upregulated by co-culture with DLL4-expressing cells (Additional file 3: Figure S4A). 

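GPR1, a receptor for the adipokine chemerin that lies on chromosome 2 of GRCh37 from 207040040 to 207082771, was listed at 12.3 RPKM from 164 reads in the library labelled GFP without DAPT. It was listed at 0 RPKM in the other 7 libraries of both Notch experiments, although these held 150 to 478 reads of it, and an antisense gene overlaps it. MTHFS, a folate enzyme gene on chromosome 15 of GRCh37 from 80125927 to 80189721, had 2 reads on 1 transcript in the library labelled GFP without DAPT and none in that labelled DLL4, while its other transcript had 3 and 9 reads. SGK3, a kinase gene on chromosome 8 of GRCh37 from 67624969 to 67774257, had 1 read and 0 reads in these libraries on its first listed transcript entry. Its other entry had 0 reads and 1 read. NME2, a nucleoside diphosphate kinase gene on chromosome 17 of GRCh37 from 49242796 to 49249105, had 3 reads and 0 reads on 1 transcript, while its main transcript had 137 and 77 reads (94.7 and 63.8 RPKM). MTHFS, SGK3 and NME2 overlap readthrough genes that share their exons. The log2 ratios of the library labelled DLL4 to that labelled GFP were -5.39 for GPR1 and -2.86 for the low transcript of MTHFS. They were -2.25 for the first SGK3 entry and -2.65 for the low transcript of NME2. All 4 were listed at 0 in the library labelled GFP with DAPT, and these directions turn with the names exchanged.

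In a principal component analysis of the linear RPKM of the 4 co-cultures, the first component held 99.9% of the variance, and human DLL4 made up 99.1% of it. Without DLL4, the first component held 87.6%, and the libraries labelled GFP lay at 747 and 782 without and with DAPT, against -849 and -680 for those labelled DLL4. HBD led this component. On log2 values, which weigh genes more evenly, the first and second components held 49.9% and 27.7%.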

A number of genes, such as GPR1, MTHFS, SGK3 and NME2, showed very strong DAPT-mediated abrogation of the DLL4-induced activation (Fig. 2c) but, at the genome-wide transcriptome level, DAPT only caused a partial response, as visualized in the principal component analysis (PCA) in Fig. 2d. This may be a consequence of the DAPT treatment being too short to completely eradicate Notch signaling (e.g., some Notch1 ICD present at the start of the 6-hour DAPT blockade could linger on and still exert a gene-inducing effect after 6 hours). 

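Human DLL4 lies on chromosome 15 of GRCh37 from 41221538 to 41231271. It was at 16935 RPKM (370612 reads) in the library labelled GFP without DAPT and at 15662 RPKM (353528 reads) in the library labelled GFP with DAPT. In the libraries labelled DLL4 it was at 6.49 RPKM (119 reads) and 6.00 RPKM (109 reads). In the first pair, DLL4 took 6.09% and 5.66% of all human reads. The difference between the libraries without and with DAPT was small in each pair, with a log2 ratio of -0.11 in those labelled DLL4. Under the names in the deposited data, the high values belong to the DLL4 co-cultures. In the paper's Fig. 2b, the Notch reporter was activated by the co-culture with DLL4, a measure of other wells that does not settle which library is which. The cultures of MDA-MB-231 cells on Fc or Fc-DLL4 had 93 to 106 reads of human DLL4, and the MDA-MB-231 cultures from the xenograft experiment had 3 and 4. NOTCH1, the receptor gene, was at 8.08 and 9.14 RPKM in the libraries labelled GFP and DLL4 without DAPT, and NOTCH2 was at 37.4 and 39.5 RPKM.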

The transcriptome data showed very high expression of human DLL4 in the 3T3-L1^DLL4^ cells in both the absence and presence of DAPT (Fig. 2e), indicating that transfection of DLL4 was successful and that DLL4 expression was not affected by γ-secretase inhibition. The whole-genome gene expression quality control (QC) data, demonstrating good sequencing depth saturation, are presented in Additional file 3 (Figure S5) and the whole-genome gene expression QC density plots are shown in Additional file 3 (Figure S6).

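The immobilized ligand experiment held 4 libraries of MDA-MB-231 cells, grown on the Fc fragment of an antibody or on DLL4 fused to Fc, without and with DAPT, with 1 library per condition. The libraries held 10726002 to 11628130 human reads (median 11369216), about as many as the human and mouse reads of a co-culture together, so the same RPKM rests on more reads here. The values were made by the authors and compared as in the co-culture experiment. The library on Fc without DAPT also served as 1 of the 3 MDA-MB-231 cultures of the xenograft comparison. As a measure of how far cultures of the same condition differ under the fold change rule, 93 genes were higher and 57 lower between the other 2 of these cultures. Between them and the Fc library of this experiment, 413 and 533 genes were higher and 338 and 351 lower in the latter.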

To compare the data from DLL4 presented on neighboring cells with a Notch transcriptome resulting from immobilized DLL4 ligand, we cultured MDA-MB-231 cells on Fc-DLL4 ligand for 6 hours (schematically depicted in Fig. 3a). The 12xCSL-Luc reporter construct was, as expected, robustly activated by immobilized DLL4, as compared to exposure to Fc fragment alone (Fig. 3b). Culturing on Fc-DLL4 ligand upregulated 76 genes, whereas 127 genes were downregulated (Additional file 3: Figure S4B). 

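On immobilized Fc-DLL4, HES1 and SNAI1, both Notch targets, were higher than on Fc, at 31.7 against 13.5 RPKM and 4.99 against 2.13 RPKM. So were ABCA1, a cholesterol exporter (6.69 and 2.47 RPKM), TNFSF10, which encodes the death ligand TRAIL (28.8 and 12.4 RPKM), COL1A1, a chain of type I collagen (log2 ratio 1.14), and CYP24A1, which inactivates vitamin D (4.43 and 2.03 RPKM). Lower on Fc-DLL4 were ICAM1 (5.80 and 15.5 RPKM), the chemokine gene CXCL1 (1.55 and 4.17 RPKM), the lipase inhibitor G0S2 (52.6 and 120.4 RPKM) and CFD, the complement factor adipsin (log2 ratio -1.36).

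By more than 2-fold, 73 genes were higher and 127 lower on Fc-DLL4. Of 11 measured Notch targets, 2 were higher and none lower, with a median log2 ratio of 0.33 (percentile 100). Of 22 inflammatory and cytokine genes, 2 were lower and none higher, with a median of -0.41 (percentile 0). IL6, TNFAIP3, CXCL2 and ICAM1 differed by more than 2-fold between the 3 Fc cultures, and the percentile does not cover such variation between cultures. The 36 interferon-stimulated genes had a median of 0.01 (percentile 75.3), and none passed 2-fold. Of the 73 higher genes, 79.5% had fewer than 20 reads on Fc-DLL4, and of the 127 lower genes 84.3% had fewer than 20 reads on Fc. In simulations with no effect, counting noise alone gave means of 69.1 higher and 69.8 lower genes. With the spread of the 3 Fc cultures the means were 197.9 and 200.8.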

Of the 76 upregulated genes, 29 were downregulated by DAPT treatment for 6 hours (Additional file 3: Figure S4B). 

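DAPT lowered the Notch targets HES1 (31.7 to 8.10 RPKM, log2 ratio -1.93) and SNAI1 (4.99 to 1.11 RPKM, -1.91) in cells on Fc-DLL4. ABCA1 and TNFSF10 had log2 ratios of -2.05 and -1.94, which brought both below their level on Fc, and COL1A1 went from 6.55 to 3.12 RPKM. Genes less than 2-fold higher on Fc-DLL4 than on Fc were lowered as well, among them CSF2, a growth factor of myeloid cells (19.7 to 5.90 RPKM), F2RL1, a protease-activated receptor (239.7 to 102 RPKM), and the cytokine gene IL6 (11.0 to 4.67 RPKM). IL6 differed by more than this between the 3 Fc cultures of MDA-MB-231 cells. G0S2, which was lower on Fc-DLL4, was higher with DAPT (log2 ratio 1.03). Of 11 measured Notch targets, 3 were more than 2-fold lower with DAPT, with a median of -0.22 (percentile 0.02).

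DAPT lowered 84 genes and raised 104 on Fc-DLL4. Of the 73 genes higher on Fc-DLL4, 29 were lowered by DAPT. HES1, SNAI1, ABCA1, TNFSF10, COL1A1, PRSS22 and LRRC48 were the 7 of them with at least 20 reads, and 22 had fewer. Of the 127 lower genes, 41 were raised.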

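PRSS22, a serine protease gene on chromosome 16 of GRCh37 from 2902731 to 2908171, had 2.31 RPKM (38 reads) on Fc, 7.48 RPKM (118 reads) on Fc-DLL4 and 2.20 RPKM (36 reads) with DAPT. P2RY11, a nucleotide receptor gene on chromosome 19 of GRCh37 from 10222369 to 10226048, had 6.80 RPKM (18 reads) on Fc, 19.0 RPKM (48 reads) on Fc-DLL4 and 11.7 RPKM (30 reads) with DAPT, a log2 ratio of -0.69. It overlaps the readthrough gene PPAN-P2RY11 and the antisense gene EIF3G. FAM183A, a gene of ciliated cells on chromosome 1 of GRCh37 from 43610824 to 43622067, had 4 reads on Fc-DLL4 (0.60 RPKM), and MOB4, a gene of kinase signaling on chromosome 2 of GRCh37 from 198380295 to 198418423, had 1 read on 1 of its transcripts there (0.76 RPKM).

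In a principal component analysis of linear RPKM, the first component held 66.7% and the second 20.3% of the variance. The Fc library lay at 177 and the Fc-DLL4 library at -600 on the first component, and Fc-DLL4 with DAPT lay between them at 85.0. Fc with DAPT lay at 338, beyond Fc. On log2 values the first and second components held 41.3% and 30.0%.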

As for the induction of Notch signaling by DLL4 in co-culture, a number of genes, such as P2RY11, MOB4, FAM183A and PRSS22, showed robust upregulation by DLL4 and an almost complete downregulation by DAPT (Fig. 3c) but, at the genome-wide level, the DAPT blockade of the immobilized DLL4 was incomplete, although more effective than in the co-culture setting (PCA; Fig. 3d).

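Most genes of both Notch signatures rested on few reads. In the co-culture, the 121 genes by the labels had a median of 2 reads in the library where they were highest, and those with at least 20 reads included KRT17, RBPMS2 and PDZD7. If the names are exchanged, GPR1, CEP63 and FAM81A were the 3 of 63 genes with at least 20 reads. GPR1 had 164 reads in the library labelled GFP without DAPT, 241 with DAPT and 150 in that labelled DLL4 without DAPT. Its call therefore rests on RPKM listed at 0 and not on its reads. CEP63 also had nearly the same reads in the libraries labelled DLL4 and GFP without DAPT. The 29 genes on immobilized ligand had a median of 4 reads and included the Notch targets HES1 and SNAI1. Both steps of the definition use the same ligand library, so a chance high count in it can pass both. In simulations with no effect of ligand or DAPT, counting noise alone gave a mean of 67.8 signature genes by the labels, 57.6 with the names exchanged and 22.1 on immobilized ligand. With the spread of the 3 Fc cultures, which come from 2 experiments, the means were 105.9, 92.1 and 45.4. In a test on simulated data with 4-fold changes, 100 of 100 changed genes with at least 50 reads were recovered. Under 20 reads, 64 of 100 were recovered in the co-culture and 45 on immobilized ligand. With 2-fold changes and at least 50 reads these were 23 and 31.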

To compare the “co-culture” and “immobilized” DLL4 transcriptomes we first decoded a Notch transcriptomic signature in both settings, as defined by all genes that were upregulated by DLL4 ligand and where the upregulation was reduced by DAPT treatment (Fig. 3e); 63 genes met these criteria in the “co-culture” setting, whereas 29 genes were upregulated by immobilized DLL4 ligand and downregulated by DAPT. Interestingly, when these two gene sets were cross-compared, only one gene was common to both the “co-culture” and “immobilized” Notch signatures (Fig. 3e; Additional file 4: Table S3A-B, PCA Additional file 3: Figure S7A). This indicates that the mode of ligand presentation is important for the transcriptional response. 

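By the labels, the 121 signature genes of the co-culture and the 29 of immobilized ligand shared EIF4EBP3, a gene of the translation repressor family with 1 read in each ligand library. For the exchanged names, 63 and 29 genes shared SCARNA4, a small Cajal body RNA with 1 read in each as well. Independent lists of these sizes would share 0.146 and 0.0758 genes. HES1 and SNAI1, which were in the signature of immobilized ligand, were not in that of the co-culture by either naming, with log2 ratios of -0.08 and -0.02 between the libraries labelled DLL4 and GFP. Among genes with at least 20 reads in the library where they were higher, each signature held 7 genes by the labels and none was shared. From the small overlap the paper infers that how the ligand is presented matters for the response, and its discussion says with reserve that the 2 ways may differ in part.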

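Co-cultured MDA-MB-231 cells expressed interferon-stimulated genes far above cells grown alone on Fc. Of 38 such genes, 25 were more than 2-fold higher in the co-culture labelled GFP and none was lower, with a median log2 ratio of 1.71 (percentile 100). IFIT2, IFIT1 and IFIT3, which bind viral RNA, were at 595, 386 and 870.3 RPKM against 10.4, 13.4 and 37.4 RPKM, and RSAD2, OASL and IFIH1, further antiviral genes, had log2 ratios of 4.63, 4.58 and 4.33. Inflammatory genes followed in part, with 7 of 25 higher and 1 lower and a median of 0.47 (percentile 100). Among them were IL6 (95.8 and 7.00 RPKM), PTGS2, the inducible cyclooxygenase (5.77 and 0.533 RPKM), TNFAIP3 (log2 ratio 1.90) and CXCL2 (1.83), while ICAM1 was lower (-1.11, but 0.36 with the names exchanged). These inflammatory genes varied between the 3 Fc cultures of MDA-MB-231 cells, of which the culture compared here was the lowest, with 7.00 to 81.2 RPKM for IL6, 0.533 to 2.27 for PTGS2, 2.94 to 9.75 for TNFAIP3, 1.67 to 12.0 for CXCL2 and 15.5 to 174.9 for ICAM1, so that against the highest of them IL6, TNFAIP3 and CXCL2 were less than 2-fold higher or lower in the co-culture labelled GFP. CH25H, a cholesterol hydroxylase induced by interferon, was at 16.4 against 0.124 RPKM. Lower in the co-culture were the chemokine receptor CXCR4 (0.895 and 3.88 RPKM), the laminin chain LAMC2 (15.4 and 46.1 RPKM) and NOG, the BMP antagonist noggin (log2 ratio -1.51).

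In all, 213 genes were higher and 261 lower in the co-culture labelled GFP than on Fc. The balance depends on the setting, with 258 higher and 200 lower after median-of-ratios scaling and 160 and 110 with the libraries without and with DAPT averaged. With the names exchanged, 471 were higher and 216 lower, 27 of 38 interferon-stimulated and 21 of 29 inflammatory genes were higher, and CXCL10 stood at 35.3 RPKM against 0 reads on Fc.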

A comparison of the genes activated in MDA-MB-231 cells by co-culturing with 3T3-L1^GFP^ cells or cultured alone on Fc using Gene Ontology yielded several genes associated by an inflammatory and cytokine response that were upregulated only by co-culturing (Additional file 7: Table S6B, Additional file 4: Table S3C, PCA Additional file 3: Figure S7B). 

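NRARP, a feedback regulator of Notch on chromosome 9 of GRCh37 from 140194083 to 140196723, had 0.359 RPKM on Fc and 0.909 RPKM on Fc-DLL4, and 1.07 and 0.572 RPKM in the co-cultures labelled GFP and DLL4 (18 and 8 reads). HES4, on chromosome 1 of GRCh37 from 934342 to 935552, had 6.18 and 8.07 RPKM on Fc and Fc-DLL4 (log2 ratio 0.37), and 16.9 and 12.7 RPKM in the co-cultures labelled GFP and DLL4 (-0.40). HES1, on chromosome 3 of GRCh37 from 193853937 to 193856521, was higher on Fc-DLL4 than on Fc (log2 ratio 1.22) and stood at 17.6 and 16.7 RPKM in the co-cultures. SNAI1, on chromosome 20 of GRCh37 from 48599517 to 48605423, likewise had 1.12 with immobilized ligand, and 3.62 and 3.57 RPKM in the co-cultures. With DAPT, HES1 was at 5.60 and 7.60 RPKM in the co-cultures labelled GFP and DLL4 and at 4.86 RPKM on Fc, below the level without DAPT in all 3. NRARP did not reach 20 reads in either co-culture without DAPT. Exchanging the names, the log2 ratios in the co-culture change sign, to 0.08 for HES1 and 0.40 for HES4, and none passes 2-fold.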

In line with differential responses to the mode of ligand presentation, the transcriptional responses for the Notch target genes NRARP, HES4, HES1 and SNAI1 [30, 53] were to some extent different in the “co-culture” or “immobilized” settings (Fig. 3f).

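In the mouse 3T3-L1 cells, inflammatory genes were higher in the library labelled DLL4 than in that labelled GFP. P2rx7, an ATP-gated channel, had 44.8 and 8.61 RPKM, Csf2, a growth factor of myeloid cells, 33.4 and 10.9 RPKM, and Tnfaip3 270.0 and 90.9 RPKM. The chemokine genes Cxcl11 and Cxcl1 had log2 ratios of 1.54 and 1.07, the immediate early gene Egr1 had 1.17, the adhesion molecule Selp had 1.24 and the linker histone Hist1h1c had 1.23. Pygm, the muscle glycogen phosphorylase, was lower (-1.03).

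Of 22 measured inflammatory genes, 5 were higher and none lower, with a median log2 ratio of 0.50 (percentile 100). None of 18 angiogenesis genes passed 2-fold, with a median of 0.35 (percentile 100), and none of 30 cell cycle genes, with a median of -0.16 (percentile 0). The 9 measured Notch targets had a median of -0.02 (percentile 38.6). In all, 371 mouse genes were higher and 245 lower in the library labelled DLL4, and with the names exchanged 245 were higher and 371 lower. Of the 371, 82.5% had fewer than 20 reads in that library. Counting noise alone, simulated with no effect, gave means of 230.6 higher and 235.2 lower genes by the labels. On linear RPKM, the first and second principal components of the 4 libraries held 77.8% and 19.5% of the variance.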

Finally, analysis of the transcriptomic changes in the ligand-presenting cells (i.e., the 3T3-L1 cells) revealed that 245 genes were uniquely upregulated and 371 genes downregulated in the DLL4-expressing cells as compared to GFP-expressing 3T3-L1 cells (Additional file 3: Figure S4C, PCA Additional file 3: Figure S7C). Of the 245 genes, 98 were sensitive to DAPT treatment (Additional file 3: Figure S4C). 

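DAPT lowered 269 mouse genes and raised 279 in the library labelled DLL4. Wisp2, a secreted factor of the Wnt pathway, went from 31.3 to 15.4 RPKM, and Tfeb, a regulator of lysosomal genes, from 2.28 to 5.57 RPKM. Of the 371 genes higher in that library than in the library labelled GFP, 116 were lowered by DAPT, and of the 245 lower genes 74 were raised. Htr1d, a serotonin receptor gene (39 reads in the library labelled DLL4, 15 with DAPT), and A530046M15Rik were the 2 of the 116 with at least 20 reads, and the median was 2 reads. With the names exchanged, DAPT lowered 255 and raised 244 genes and 98 of 245 were shared. Under that naming the Notch target Hes1 was lower with DAPT (log2 ratio -1.05) and the cytokine gene Lif was higher (1.06). The 18 angiogenesis genes had a median of -0.23 with DAPT in the library labelled DLL4 (percentile 0.01) and the 27 fibroblast and matrix genes had -0.13 (percentile 0), and with the names exchanged the medians were -0.11 (percentile 0.11) and -0.078 (percentile 0). None of either list passed 2-fold by either naming.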

Overall, these data show that the S^3^ technology can be used to faithfully report mouse and human transcriptomes from co-cultured cells, and also provide novel insights into the Notch downstream response with regard to different modes of ligand presentation.

### Transcriptional consequences of xenografting luminal and basal-type breast tumor cell lines in mice

Xenografting tumor cells into mammary tissue in mice has yielded important information about breast tumor growth *in vivo* [24, 54, 55], but it has been difficult to simultaneously obtain a genome-wide understanding of transcriptome changes in both tumor and stroma. We therefore decided to use the S^3^ technology to address: 1) how the transcriptomes of luminal (MCF7) and basal-type (MDA-MB-231) transcriptomes change upon transplantation to mammary tissue in mice; and 2) how the surrounding stroma is affected by transplantation of the two cell types. We also used different modes of transplantation: MDA-MB-231 cells were transplanted directly into the mammary fat pad whereas MCF7 cells were grafted into cleared fat pads. The immune status of the recipient mice was likewise different: nude mice were used for the MCF7 transplantations, whereas SCID mice were used for MDA-MB-231 transplantations. 

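The xenograft experiment held tumors with their surrounding stroma and, for comparison, cultures of the same cell lines. MCF7 is a luminal-type, estrogen receptor-positive human breast cancer line. MCF7-EGFP cells were grafted with Matrigel into cleared fat pads, from which the gland's own epithelium had been removed, of 2 nude mice with estrogen and progesterone pellets for 8 weeks. Nude mice lack a thymus, and SCID mice lack mature T and B cells. Of the MCF7 tumors, 3 were used (1L, 3L and 3R), and 3L and 3R came from the same mouse. MDA-MB-231 cells were grafted into intact fat pads of 4 SCID mice for 4 to 5 weeks, and all 4 tumors were used. The cultures were 2 of MCF7 cells labelled wild type, which thus also differ from the grafted cells in EGFP, and 3 of MDA-MB-231 cells, and the control of the stroma was 1 mammary gland of an untransplanted mouse, an NSG mouse in the methods and NOD-SCID in its label. NSG mice lack T, B and natural killer cells and carry a disrupted Il2rg gene, and this gland had been cleared. The MDA-MB-231 mice had also received IgG antibody 8 times as controls of another experiment and were perfused through the heart, and their tumors were snap-frozen, while the MCF7 tumors and the gland were kept in RNALater. Cell line, mouse strain, grafting method, hormone pellets, duration, antibody, perfusion and preservation therefore change together between the groups of tumors.

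The MCF7 xenografts held 5491671 to 15767032 human reads (median 9621824) and 5324976 to 14242912 mouse reads (median 10339620). The MDA-MB-231 xenografts held 18117469 to 34693698 human reads (median 32837760) and 3787193 to 8223957 mouse reads (median 4562320). The MCF7 cultures held 5324907 and 11021483 human reads, the MDA-MB-231 cultures 11008666 to 13722990 (median 11628130), and the gland 12925175 mouse reads. The counts and RPKM deposited by the authors were made as for the co-cultures. From the counts, differences between groups were tested with edgeR's quasi-likelihood test after TMM scaling, and all adjusted p-values of single genes in this experiment are from this test. Both stromas and the gland were fitted in 1 model for the comparisons with the gland, so that the lone gland was assumed to vary like the stromas. Nothing in the sources used here says that the cultures were independent, and for them the p-values measure only the spread between these samples. From the RPKM, group means were compared by the fold change rule used for the co-cultures. Gene lists were compared with the other genes by camera with a preset correlation of 0.01 between genes, and no list's call held at an adjusted p of 0.05 with an estimated correlation.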

MCF7 or MDA-MB-231 cells were transplanted and the human (tumor) and mouse (stroma) transcriptomes from excised combined tumor and stroma were bioinformatically separated (see Fig. 1a). 

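Human reads made up 27.8%, 74.8% and 48.2% of the assigned reads in MCF7 tumors 1L, 3L and 3R, a mean of 50.3% ± 23.5 (SD, n = 3). In MDA-MB-231 tumors 1, 13, 22 and 32 they made up 86.2%, 89.7%, 80.3% and 82.7%, a mean of 84.7% ± 4.09 (SD, n = 4). A further MCF7 tumor, 1R, held 3.29% human reads (exact 95% binomial confidence interval 3.28 to 3.30), from 411781 human and 12107531 mouse reads, and was left out as in the paper. Skin keratin genes set tumor 1L apart. Krt1 and Krt10, keratins of the upper epidermis, had 53165 and 55161 mouse reads in it. The stroma of the MDA-MB-231 tumors rested on fewer mouse reads at the median than that of the MCF7 tumors, but tumor 22 held more (8223957) than MCF7 tumor 3L (5324976).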

The percentage of human sequence reads in the analyzed mixed-species samples of xenografted MCF7 cell/stroma specimens ranged from approximately 25 to 75 %, while xenografted MDA-MB-231 cell/stroma specimens had approximately 80–90 % human reads (Additional file 8: Table S7G), reflecting that we had dissected out a balanced proportion of tumor and stroma (one sample, Mouse1R_MCF7-EGFP that contained less than 5 % tumor or stroma contribution, was discarded and not used for further analysis). The whole-genome gene expression QC data demonstrate that there is good sequencing depth saturation (Additional file 3: Figure S5). The whole-genome gene expression QC density plots are shown in Additional file 3 (Figure S6). 

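Among the genes that rose in xenografted MCF7 cells was MDK, the heparin-binding growth factor midkine on chromosome 11 of GRCh37 from 46402306 to 46405387, at 796 ± 189.6 RPKM (SD, n = 3) in the tumors and 1.24 ± 0.287 RPKM (SD, n = 2) in culture, a log2 fold change of 9.21 (standard error 0.33, adjusted p = 2.2e-05). AGR2, a protein disulfide isomerase of secretory epithelium on chromosome 7 of GRCh37 from 16831435 to 16873057, rose by 4.45 (standard error 0.15, adjusted p = 2.0e-05), KRT4, a keratin of mucosal epithelium, by 8.03, and the cell surface glycoproteins CEACAM5 and CEACAM6 by 8.20 and 9.07. S100A14 and S100A16, calcium-binding proteins, rose by 4.76 and 4.00 and TGM2, a transglutaminase, by 6.24. Among the genes that fell were SLC7A11, the cystine transporter (log2 fold change -4.73), ASS1, an enzyme of arginine synthesis (-3.98), the tight junction gene CLDN1 (-6.51), PLS3, an actin-bundling protein (-6.60), and the collagen receptor chain ITGA2 (-2.24). AREG, a ligand of the EGF receptor on chromosome 4 of GRCh37 from 75310853 to 75320722, was at least 71.1-fold lower.

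Of 16 tested Notch targets, 12 rose and none fell (13 and none when adjusted over the list alone; camera adjusted p = 1.7e-05, and adjusted p = 0.177 with an estimated correlation). NRARP was at 147 ± 59.3 RPKM (SD, n = 3) in tumors and 9.39 ± 1.55 RPKM (SD, n = 2) in culture, HEYL rose by 4.13 and SNAI2, a repressor of epithelial genes, by 7.19. Of 30 cell cycle genes, none rose and 18 fell (none and 19 when adjusted over the list alone; camera adjusted p = 5.8e-04, and adjusted p = 0.89 with an estimated correlation), among them CDK1 (-1.31), CCNA2 (-1.03) and UBE2C (-1.14). Of 24 hypoxia and glycolysis genes, 9 rose and 3 fell (10 and 3 when adjusted over the list alone), with ADM, a vasodilator peptide, at 4.17 and BNIP3, a mitophagy receptor, at -1.49. Of 35 interferon-stimulated genes, 12 rose and 6 fell (12 and 6 when adjusted over the list alone), with IFI27 at 4.58 and OASL at -1.86.

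By edgeR, 3706 of 13564 genes rose and 3432 fell, 2302 and 1300 of them by more than 2-fold, and by the fold change rule 2142 were higher and 1566 lower. With tumors 3L and 3R summed into 1 animal, 3515 rose and 2896 fell by edgeR. Without the culture Fc, 2073 rose and 1993 fell, and without the culture Fc_1, 1848 rose and 1660 fell, which leaves a single culture.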

For the MCF7 cells, 2142 genes were upregulated and 1564 genes were downregulated in the xenograft situation as compared to *in vitro* cultured cells (Additional file 9: Table S8A). 

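On linear RPKM, the first principal component of the MCF7 libraries held 88.1% of the variance and the second 9.31%, and TFF1, the estrogen-induced trefoil factor, made up 34.3% of the first. The cultures lay at -5762 to -5415 on it and the xenografts at 2464 to 5366. The mean distance between libraries was 4053 among the 3 xenografts and 1356 between the 2 cultures, against 9603 between the groups. On log2 values, where TFF1 and other abundant genes weigh less, the distances within groups were 64.4 and 46.4 and the first component held 80.7%. The distance between the cultures rests on 1 pair of libraries.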

The xenograft and *in vitro* cultured MCF7 transcriptomes clustered separately as judged by PCA, and the spread among the xenograft samples was larger (Additional file 3: Figure S7D), probably reflecting a larger individual variation in the tumor situation. Of note, the MCF7 cells were not grown with estradiol supplementation *in vitro* to mimic the estrogen and progesterone pellets utilized for the xenografting, but genes involved in estrogen signaling do not look to be over-represented in the MCF7 tumor samples compared to MCF7 cells (Additional file 3: Figure S8) [56, 57, 58].

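Genes of the estrogen response moved in both directions in xenografted MCF7 cells. TFF1, on chromosome 21 of GRCh37 from 43782391 to 43786644, rose by 1.31 (standard error 0.14, adjusted p = 4.7e-04), TFF3, another trefoil factor, by 5.50, and SERPINA1, a protease inhibitor, by 6.60. PGR, the progesterone receptor gene, fell by 2.09 on the log2 scale, the chemokine gene CXCL12 by 2.03 and CA12, a carbonic anhydrase, was at 25.6 ± 21.1 RPKM (SD, n = 3) in tumors and 213 ± 13.9 RPKM (SD, n = 2) in culture. Of 26 tested genes of the estrogen response list, 4 rose and 10 fell by edgeR (4 and 10 when adjusted over the list alone). Without the culture Fc_1, PGR, CXCL12 and CA12 did not pass the test, and TFF1 did not with all 4 groups in 1 model.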

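In xenografted MDA-MB-231 cells, the chemokine receptor CXCR4, on chromosome 2 of GRCh37 from 136871919 to 136876747, rose from 5.18 ± 1.15 RPKM (SD, n = 3) to 117 ± 21.8 RPKM (SD, n = 4), a log2 fold change of 4.39 (standard error 0.24, adjusted p = 5.4e-06). PTPN22, a phosphatase of immune signaling, rose by 5.59 (standard error 0.21, adjusted p = 3.8e-07), LTBP1, a TGF-β-binding protein, by 3.00, and the matrix protease MMP1 by 5.29. The histone genes HIST1H2AC, on chromosome 6 of GRCh37 from 26124373 to 26139344, HIST1H1C and HIST1H2BJ rose by 3.29, 2.64 and 2.42. EPHX1, an epoxide hydrolase, fell by 3.13 on the log2 scale (adjusted p = 4.2e-07), CEMIP, a hyaluronan-degrading protein, by 8.27, RARRES2, which encodes chemerin, by 8.22 and the matrix protein MATN2 by 5.81.

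Of 12 tested histone genes, 12 rose and none fell (12 and none when adjusted over the list alone; camera adjusted p = 8.4e-10, and adjusted p = 0.075 with an estimated correlation). Of 30 cell cycle genes, none rose and 22 fell (none and 22 when adjusted over the list alone; camera adjusted p = 3.6e-07, and adjusted p = 0.379 with an estimated correlation), with MKI67, the Ki-67 antigen, at -1.48, the replication helicase subunit MCM6 at -1.30 and CENPF at -1.22. Of 24 hypoxia and glycolysis genes, 10 rose and none fell (10 and none when adjusted over the list alone; camera adjusted p = 0.0141, and adjusted p = 0.855 with an estimated correlation), with NDRG1 at 2.64 and ANKRD37 at 2.24. Of 30 inflammatory genes, 3 rose and 11 fell (3 and 11 when adjusted over the list alone), with the cytokine genes IL6, IL24 and CSF1 at -2.71, -3.01 and -2.82. IL6 varied widely between the 3 cultures and was lowest in the Fc culture of the Notch experiment, so its fall leans on the other cultures. Of 38 interferon-stimulated genes, 16 rose and 6 fell (17 and 6 when adjusted over the list alone). Of 12 Notch targets, 1 rose and 6 fell (1 and 6 when adjusted over the list alone), with HEY1 at 4.04 and HES4 at -2.31.

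By edgeR, 3150 of 13756 genes rose and 2883 fell, 1572 and 1096 of them by more than 2-fold, and by the fold change rule 1455 were higher and 898 lower.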

For the basal-type MDA-MB-231 cells, 1456 genes were upregulated and 897 genes downregulated in the xenograft compared to the *in vitro* culturing (Additional file 9: Table S8A). Gene Ontology analysis demonstrated that genes upregulated in xenografted MDA-MB-231 showed an enrichment of genes involved in cell adhesion (Additional file 7: Table S6C). 

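Adhesion genes moved in both directions in xenografted MDA-MB-231 cells. CLDN7, a tight junction gene, was at 62.2 ± 5.10 RPKM (SD, n = 4) in tumors and 9.34 ± 3.78 RPKM (SD, n = 3) in culture, and the integrin chains ITGB6, ITGB8 and ITGB3 rose by 2.49, 1.59 and 1.30. VCAM1, a leukocyte adhesion molecule, changed by -6.78 (standard error 0.73, adjusted p = 1.4e-04), the protocadherin PCDH7 by -1.59 and the integrin chains ITGAV and ITGB5 by -0.95 and -0.91. Of 29 tested adhesion genes, 7 rose and 6 fell by edgeR (7 and 6 when adjusted over the list alone), and 16 did not pass the test.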

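In the principal component analysis of the MDA-MB-231 libraries on linear RPKM, the first component held 78.8% and the second 9.81% of the variance, and VIM, the mesenchymal filament vimentin, made up 39.5% of the first. The 3 cultures lay at -3487 to -3270 on it and the 4 xenografts at 1497 to 4386. The mean distance between libraries was 3436 among xenografts and 1691 among cultures, against 6295 between the groups. On log2 values the first component held 66.3%, and the distances within groups were 62.1 and 55.0.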

PCA also revealed that the MDA-MB-231 transcriptomes from *in vitro* culturing clearly segregated from the xenograft transcriptomes (Additional file 3: Figure S7E). A comparison of the 2142 and 1456 genes upregulated in MCF7 and MDA-MB-231 cells after xenografting, respectively, showed that only 324 genes were upregulated in both cell types (Fig. 4a) and 131 genes were downregulated (Fig. 4b), suggesting distinctly different adaptation needs for the two cell lines upon being xenografted. 

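Tested directly, the response to xenografting differed between the cell lines for 2775 genes with a higher fold change in MCF7 cells and 2514 with a lower one, of 15213 genes. Without the MCF7 culture Fc these were 1790 and 1964, and without the culture Fc_1 they were 1933 and 1672. EPHX1 rose in MCF7 and fell in MDA-MB-231 cells, with 194 ± 86.5 RPKM (SD, n = 3) and 16.3 ± 0.0382 RPKM (SD, n = 2) in MCF7 tumors and cultures, and 5.23 ± 0.723 RPKM (SD, n = 4) and 43.6 ± 2.75 RPKM (SD, n = 3) in those of MDA-MB-231. The difference of the log2 fold changes was 6.80 (standard error 0.38, adjusted p = 1.3e-07). It was 7.09 for TRIP6, an adaptor of focal adhesions, 3.49 for NRARP and 5.52 for HES4. PTPN22, PLS3, HIST1H2AC and CLDN7 had -6.83, -8.13, -3.19 and -2.25. Of 16 Notch targets, 11 had a higher and 1 a lower fold change in MCF7 cells (12 and 1 when adjusted over the list alone; camera adjusted p = 3.7e-06, and adjusted p = 0.105 with an estimated correlation), and of 14 histone genes 7 had a lower and none a higher one (camera adjusted p = 4.2e-05, and adjusted p = 0.105 with an estimated correlation).

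By the fold change rule, 324 genes were higher and 132 lower in the xenografts of both lines, against 129 and 58.3 for independent lists. Opposite changes also exceeded independent lists. By the rule 140 genes were higher in MCF7 and lower in MDA-MB-231 xenografts and 122 the reverse (79.8 and 94.5). The independent values count all 24112 genes, unexpressed ones included, so an excess over them alone does not show a shared response. By edgeR, 971 of 12244 genes tested in both rose in both and 956 fell in both (669 and 694 for independent lists), while 541 rose in MCF7 and fell in MDA-MB-231 xenografts and 451 did the reverse (676 and 687). From the small share of common genes, the paper proposes that the lines have different adaptation needs when xenografted.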

An analysis cut-off of fold-change (>2-fold), rather than FDR (<5 %), was used since sample numbers between comparison groups were not similar (Additional file 9: Table S8).

**Fig. 4:**
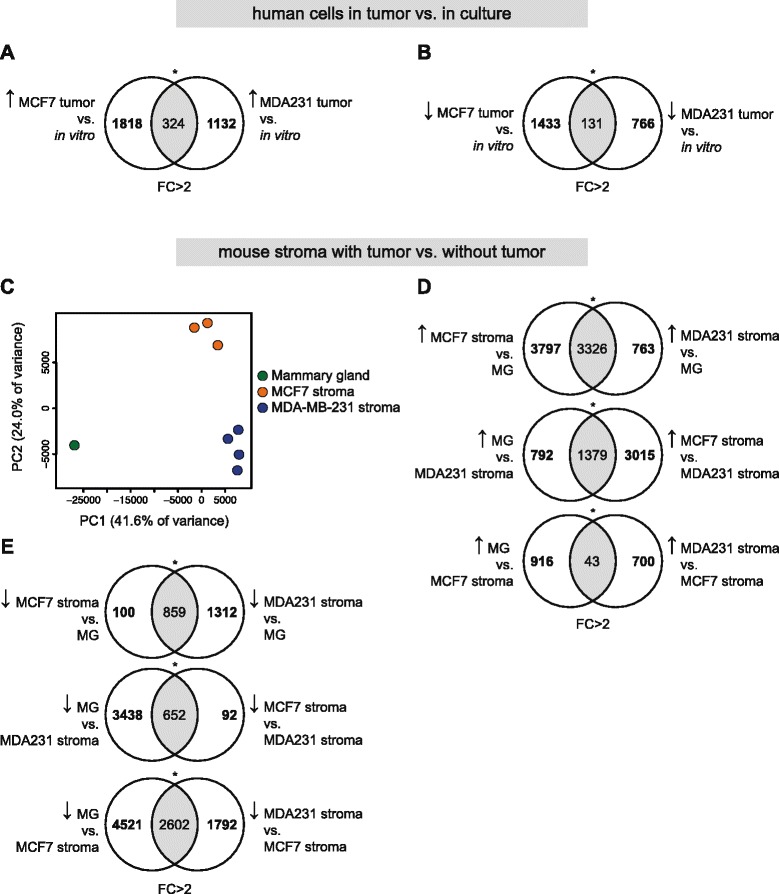
Transcriptional consequences of xenografting MCF7 and MDA-MB-231 cells into mammary fat pads in mice. **a,b** Venn diagrams comparing MCF7 and MDA-MB-231 transcriptomes *in vitro* and *in vivo*. **a** The overlap (324 genes) between the 2142 genes that are upregulated in MCF7 tumors vs. *in vitro* culturing (*left*) and the 1456 genes that are upregulated in MDA-MB-231 tumors vs. *in vitro* culturing (*right*). **b** Similar analysis as in **a**, but for genes downregulated in MCF7 and MDA-MB-231 tumors as compared to *in vitro* culturing. **c** Principal component analysis (PCA) of untransplanted mammary gland, MCF7 tumor stroma (top to bottom: 3R, 1L, 3L) and MDA-MB-231 tumor stroma (top to bottom: 1, 32, 13, 22). **d** The number of genes upregulated (fold change (FC) >2) in MCF7 tumor stroma compared to MDA-MB-231 tumor stroma, as a subset of the number of genes upregulated in MCF7 or MDA-MB-231 tumor stroma compared to untransplanted mammary gland. **e** The number of genes downregulated (FC >2) in MCF7 tumor stroma compared to MDA-MB-231 tumor stroma, as a subset of the number of genes downregulated in MCF7 or MDA-MB-231 tumor stroma compared to untransplanted mammary gland. *p < 0.05 (Fisher’s exact test)

On the stromal side, a large number of genes were up- or downregulated in the stroma when MCF7 or MDA-MB-231 cells were transplanted, as compared to untransplanted mammary gland (Additional file 9: Table S5B). 

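Both stromas held more expression of immune genes and less of fat genes than the gland. As the gland is given as that of an NSG mouse, which lacks lymphocytes, the immune genes differ by strain as well as by tissue. Thbs1, the matrix protein thrombospondin, rose by 4.85 (standard error 1.16, adjusted p = 0.0156) in MCF7 stroma and by 4.67 in MDA-MB-231 stroma. Il2rg, the common chain of interleukin receptors, had 19 reads in the gland, and its difference from the stromas (6.27 and 6.22) is no measure of immune cells, since NSG mice carry a disrupted Il2rg. Lep, the adipocyte hormone leptin, had log2 fold changes of -4.32 and -6.97. Vegfa, an angiogenic growth factor, was lower in both (-2.19 and -1.33), in MDA-MB-231 stroma not past the test without tumor 1 or without tumor 22. Tnc, the matrix protein tenascin C, rose in MDA-MB-231 stroma by 8.34, and Itgax, a dendritic cell integrin, in MCF7 stroma by 6.92. Arg1, an arginase of macrophages, was 265 times higher in MCF7 stroma (exact 95% counting interval 47.5 to 10494), with 1 read in the gland.

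Of 20 adipocyte genes, none rose and 16 fell in MCF7 stroma (none and 17 when adjusted over the list alone) and 19 fell in MDA-MB-231 stroma (20 when adjusted over the list alone). Of 30 inflammatory genes, 15 and 24 rose and none fell (16 and 25 rose when adjusted over the list alone), with camera adjusted p = 1.8e-08 and 7.9e-17, and adjusted p = 0.194 and 0.123 with an estimated correlation. Of 20 macrophage genes, 10 and 14 rose and 1 and 2 fell. In each stroma 18 macrophage genes were higher by the fold change rule, and 25 of 27 and 28 of 30 inflammatory genes with enough expression. With median-of-ratios scaling these were 14 and 17, and 21 and 27. The 14 tested T cell genes all rose in MCF7 stroma, from nude mice, and 9 rose in MDA-MB-231 stroma, from SCID mice. The gland, which had been cleared, had 0 reads for the epithelial genes Krt8, Krt18 and Epcam, and 174157 for the fat gene Fabp4 and 28267 for the muscle gene Myh4.

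Against the gland, 7123 genes were higher and 958 lower in MCF7 stroma by the fold change rule, and 4091 and 2169 in MDA-MB-231 stroma. With median-of-ratios scaling these were 3285 and 2543, and 2660 and 3142. The edgeR test gave 2471 and 2563, and 2839 and 3461. Both stromas shared 3327 higher and 858 lower genes by the rule. Unchanged groups simulated against the same gland shared a mean of 356.6 and 160, and independent lists would share 1255 and 89.5, so part of the excess may come from the shared gland.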

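The genes past 2-fold by the fold change rule ranged from well expressed to near the limit. Of the 2142 genes higher in MCF7 xenografts, the median was 4.73 RPKM in the tumors, 17.0% were below 1 RPKM in the group where they were higher and 17.4% had fewer than 20 reads per library there. Of the 4395 genes higher in MCF7 than in MDA-MB-231 stroma, the median was 8.28 RPKM and 11.1% were below 1 RPKM. Over the 10 sets of higher or lower genes, the share below 1 RPKM ran from 6.91% to 17.0% and the share with fewer than 20 reads from 3.71% to 24.1%. The edgeR test called 86.8% of the genes higher in MCF7 xenografts in the same direction, 92.2% of those lower in MDA-MB-231 xenografts, and 34.7% of those higher in MCF7 stroma than in the gland.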

For all comparisons presented in Table S8, scatterplots (Additional file 3: Figure S9) show the differentially expressed genes are not lowly expressed, indicating that the cutoff of 0.3 RPKM successfully removed “noisy” genes from the analysis. 

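Stroma of MCF7 tumors held more of the genes of T and B cells, epithelium, fat, muscle and skin, and stroma of MDA-MB-231 tumors more of the interferon-stimulated, inflammatory, natural killer cell and myeloid genes. Igj, the joining chain of secreted antibodies, was higher in MCF7 stroma with a log2 fold change of 11.49 (standard error 0.64, adjusted p = 3.0e-05), as were Wnt5b, a Wnt ligand (3.74), Mgl2, a lectin of macrophages (6.31), and Cd163, a scavenger receptor of macrophages (2.32). Cd3e, a chain of the T cell receptor complex, was at least 248-fold higher, and Cd79a, of the B cell receptor, at least 290.2-fold higher. Cxcl2, a neutrophil chemokine on chromosome 5 of GRCm38 from 90903871 to 90905938, was at 0.565 ± 0.566 RPKM (SD, n = 3) in MCF7 and 293 ± 76.0 RPKM (SD, n = 4) in MDA-MB-231 stroma (-9.15). Lower in MCF7 stroma were also Cxcr2, its receptor (-4.90), the cytokine genes Ccl3 (-4.18) and Il1b (-5.47), and the interferon-stimulated genes Rsad2 (-4.49), Mx1 (-4.16) and Ifi44 (-4.31).

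Of 34 interferon-stimulated genes, 1 was higher and 30 lower in MCF7 stroma (2 and 30 when adjusted over the list alone; camera adjusted p = 2.1e-27, and adjusted p = 0.156 with an estimated correlation). Of 29 inflammatory genes, 3 were higher and 19 lower (3 and 19 when adjusted over the list alone; camera adjusted p = 3.0e-13, and adjusted p = 0.156 with an estimated correlation), and of 20 macrophage and 11 neutrophil genes 12 and 7 were lower and 1 and 1 higher. Of 11 natural killer cell genes, 1 was higher and 8 lower. Macrophage genes lower by the fold change rule numbered 4, and 11 with median-of-ratios scaling. Of 13 measured neutrophil genes, 4 were higher and 7 lower by the rule, and 3 and 8 with that scaling. The 14 T cell genes were all higher in MCF7 stroma (adjusted p = 0.156 with an estimated correlation), as were 12 of 13 B cell, 18 of 19 mammary epithelium, 15 of 19 adipocyte and 14 of 16 muscle genes, and none of these 4 groups had a lower gene. The 10 skin genes were higher, mostly through tumor 1L, and 8 were higher without it.

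By the fold change rule, 4395 genes were higher in MCF7 stroma and 743 lower. With median-of-ratios scaling 2870 were higher and 1394 lower, 67.3% against 85.5% higher, and the median log2 ratio of all genes moved from 0.49 to 0.07. The edgeR test gave 3249 higher and 3080 lower of 13464 genes, and 2947 and 2752 with tumors 3L and 3R summed into 1 animal.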

When the MCF7 stromal transcriptome was directly compared to the stroma surrounding MDA-MB-231 cells we identified 4394 genes upregulated in the MCF7 versus the MDA-MB-231 stroma, whereas 743 genes were downregulated (Additional file 9: Table S8B). Using only *in vivo* data, PCA clustered the individual MCF7 and MDA-MB-231 stroma experiments separately and they were also well separated from the untransplanted mammary gland transcriptome, with MCF7 clustering roughly midway (considering the greater importance of PC1 over PC2) between the untransplanted experiment and the MDA-MB-231 stroma (Fig. 4c). This predicts a smaller gene overlap between MDA-MB-231 stroma and untransplanted mammary gland than between MCF7 stroma and untransplanted mammary gland; this was indeed observed when comparing the overlap among upregulated (>2-fold) or downregulated genes (>2-fold) against the third group (Fig. 4d-e), especially among upregulated genes (Fig. 4d). 

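On linear RPKM, the first principal component of the 8 mouse libraries held 66.9% of the variance and the second 22.2%, and Fabp4, the fatty acid carrier of adipocytes on chromosome 3 of GRCm38 from 10204088 to 10208576, made up 37.9% of the first. On it, the MCF7 stromas lay at a mean of -413 (-2791 to 2165), the MDA-MB-231 stromas at -6574 (-7289 to -4938) and the gland at 27532. The mean distance of MCF7 stroma was 15762 to MDA-MB-231 stroma and 31043 to the gland, and that of MDA-MB-231 stroma to the gland was 34443. On log2 values the first component held 48.8% and the gland lay at 10.4 between the MCF7 (mean 92.9) and MDA-MB-231 stromas (mean -72.3). The distances were then 185 between the stromas, 222 from the gland to MCF7 stroma and 212 from the gland to MDA-MB-231 stroma, in the reverse order for the gland.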

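Among genes higher by the fold change rule, 1378 were higher in both the gland and MCF7 stroma than in MDA-MB-231 stroma, and 43 were higher in both the gland and MDA-MB-231 stroma than in MCF7 stroma. Adipocyte and muscle genes were higher in MCF7 than in MDA-MB-231 stroma, and Fabp4 and Mylpf, a muscle myosin light chain, stood higher still in the gland. Among lower genes, 651 were lower in the gland and MCF7 stroma than in MDA-MB-231 stroma, and 2603 were lower in the gland and MDA-MB-231 stroma than in MCF7 stroma. With median-of-ratios scaling these 4 counts were 1222, 202, 962 and 1501, and with an adjusted p under 0.05 by edgeR and more than 2-fold they were 869, 138, 776 and 646. Both overlaps use the same gland and the same stroma for comparison, so they are not independent. From the place of MCF7 stroma between the gland and MDA-MB-231 stroma in Fig. 4c, the paper reasons that the gland should share fewer genes with MDA-MB-231 stroma, and states that this was observed, above all among the higher genes.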

Gene Ontology analysis of the stromal transcriptomes revealed that the MDA-MB-231-induced stromal transcriptome was over-represented with regard to genes involved in blood vessel morphogenesis (Additional file 7: Table S6D). 

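Vessel genes were higher in MDA-MB-231 than in MCF7 stroma. Dll4, the Notch ligand of sprouting vessels on chromosome 2 of GRCm38 from 119325784 to 119335962, was at 25.4 ± 9.25 RPKM (SD, n = 4) in MDA-MB-231 and 5.62 ± 3.07 RPKM (SD, n = 3) in MCF7 stroma, a log2 fold change of MCF7 over MDA-MB-231 of -2.65 (standard error 0.50, adjusted p = 0.00334). Apln, the peptide apelin, had -3.99, Pgf, placental growth factor, -2.95, Esm1, a proteoglycan of tip cells, -2.17, and Egfl7, a secreted endothelial factor on chromosome 2 of GRCm38 from 26580014 to 26593120, -2.37. Emcn, Cldn5 and Robo4, other endothelial genes, had -2.49, -2.12 and -1.88, while Vwf, von Willebrand factor, was higher in MCF7 stroma (2.09).

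Of 20 endothelial genes, 1 was higher and 15 lower in MCF7 stroma (1 and 16 when adjusted over the list alone; camera adjusted p = 4.6e-06, and adjusted p = 0.394 with an estimated correlation). Of 23 angiogenesis genes, none were higher and 13 lower (none and 14 when adjusted over the list alone; camera adjusted p = 2.5e-04, and adjusted p = 0.384 with an estimated correlation). By the fold change rule 8 endothelial and 5 angiogenesis genes were lower in MCF7 stroma, and with median-of-ratios scaling 14 and 9. Against the gland, 14 of 23 angiogenesis genes were higher and 1 lower in MDA-MB-231 stroma, and 4 were higher and 1 lower in MCF7 stroma by edgeR, with Kdr, a VEGF receptor, at -0.98 in the latter. The contrast is smaller by the fold change rule, with 18 and 14 higher, and with median-of-ratios scaling 15 and 8 were higher. Reads of fat, epithelium and muscle genes took a larger share in MCF7 stroma, with adipocyte genes at 0.842% to 2.81% of mouse reads against 0.0628% to 0.89% in MDA-MB-231 stroma.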

In the MCF7-induced stromal gene set, genes involved in chromatin modification were found (Additional file 7: Table S6D). 

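Hdac4, a histone deacetylase on chromosome 1 of GRCm38 from 91928779 to 92195699, was at 8.27 ± 1.11 RPKM (SD, n = 3) in MCF7 and 2.70 ± 0.756 RPKM (SD, n = 4) in MDA-MB-231 stroma, a log2 fold change of 1.15 (standard error 0.25, adjusted p = 0.00594). Tet1, a DNA demethylase on chromosome 10 of GRCm38 from 62804570 to 62908996, Kdm2b, a histone demethylase, and Arid1b, a chromatin remodeling subunit, were higher in MCF7 stroma as well (1.95, 0.99 and 0.96). Tet2, on chromosome 3 of GRCm38 from 133463679 to 133545139, and the Polycomb subunits Eed and Suz12 were lower (-1.14, -0.86 and -0.41). Of 45 chromatin genes, 15 were higher and 3 lower by edgeR (15 and 3 when adjusted over the list alone; camera adjusted p = 0.0569, and adjusted p = 0.604 with an estimated correlation), and 27 did not pass the test.

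By the fold change rule 12 of 45 were higher in MCF7 stroma and none lower, and with median-of-ratios scaling 2 were higher and 1 lower, with a median log2 ratio of 0.72 against 0.28. Against the gland, 12 were higher and 2 lower in MCF7 stroma by edgeR (adjusted p = 0.732 with an estimated correlation), with Kdm5b, a histone demethylase, at 1.19 and Dot1l, a histone methyltransferase, at -1.33. In MDA-MB-231 stroma 7 were higher and 4 lower. The counts against the gland depend on the scaling, since the fold change rule gave 30 higher and none lower in MCF7 stroma and 10 and 2 in MDA-MB-231 stroma, and median-of-ratios scaling gave 4 and 1, and 1 and 2.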

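Human libraries grouped by cell line when hierarchical clustering was cut into 2 clusters, and with 4 clusters the xenografts of each line were set apart from the cultures. Mouse libraries in 4 clusters formed the co-cultures with 3T3-L1 cells, the MDA-MB-231 stromas, the MCF7 stromas and the gland. Spearman's rho across 16925 human genes, which are not independent replicates, was 0.911 to 0.933 between MCF7 xenografts and cultures, 0.942 to 0.952 between MDA-MB-231 xenografts and cultures, and 0.798 to 0.808 between cultures of the 2 lines. Across 16166 mouse genes it was 0.83 to 0.92 between the stromas of both tumors, 0.816 to 0.839 between MCF7 stroma and the gland, 0.798 to 0.830 between MDA-MB-231 stroma and the gland, and 0.644 to 0.735 between the co-cultures and the stromas.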

An unsupervised hierarchical clustering of all human and mouse transcriptomes from both the *in vivo* and *in vitro* analysis and the different transcriptomes showed the expected clustering (Additional file 3: Figure S10). Finally, we investigated the expression of a published list of universal stromal markers [59], and could confirm that it indeed reflected the stromal response to a tumor, for both the MCF7 and the MDA-MB-231 xenografts (Additional file 3: Figure S11).

## Discussion

In this report, we describe a bioinformatics-based approach to simultaneously decode the transcriptomes of mixed-species samples without tissue handling and physical separation of the cells. The sorting of the mRNAs to human or mouse origin is based on sequence differences in the coding regions and, under stringent conditions (i.e., with a read misassignment frequency of 0.2 %), on average 99 % of all genes could be assigned as either mouse or human, both *in silico*, *in vitro* and *in vivo*. Four recent studies describe similar approaches to bioinformatically sort human and mouse transcriptomes [45, 46–48], but with some noticeable differences in how mismatches are used. In particular, S^3^ makes use of the difference in the number of mismatches for a read. A direct comparison with the Xenome strategy [45], which like the S^3^ technology provides a user-friendly code, revealed that the S^3^ technology has better species separation and better read retention. Although all these studies have focused on the separation of mouse and human transcriptomes, the technology can in principle be applied to more than two species, and we provide an example from a comparison of human, mouse and rat transcriptomes, although the yet somewhat incomplete characterization of the rat genome likely reduced the specificity. Furthermore, the degree to which the two mRNA populations can be bioinformatically separated will depend on the extent of evolutionary distance between the two species but the strategy can in fact be used to provide important information also from very closely related genomes. Recently an intercross between *Mus musculus domesticus* and *Mus musculus castaneus* was used to unravel the transcriptional profiles in preimplantation mouse development, and the difference between these two mouse subspecies was sufficient to decode the transcriptional contribution from the maternal and paternal genomes [60].

We used the S^3^ technology to explore whether the mode of ligand presentation affected the Notch downstream response. While a synthetic Notch reporter construct and a number of classical Notch target genes, such as Nrarp, Hes1 and Snail, were activated by both immobilized ligand and ligand presented on co-cultured cells, the genome-wide transcriptional profiles were quite distinct. In fact, only one gene was identified that in both settings was upregulated by DLL4-ligand and the ligand-mediated upregulation abrogated by DAPT. The reasons for this difference between the “co-culture” and “immobilized” Notch signatures remains to be further explored. The short time window for activation (i.e., 6 hours of ligand stimulation) may lead to differences if genes have different temporal activation profiles in the two settings. Furthermore, as the PCA data indicate, the 6-hour DAPT treatment may be insufficient to eradicate all Notch signaling. It is also possible that in the co-culture situation production of secreted factors from the ligand-expressing cell may synergize with Notch ligand activation to govern gene expression, which may at least in part explain the difference between the “co-culture” and “immobilized” Notch signatures. In summary, as both immobilized ligand stimulation and presentation of ligand from juxtaposed cells in co-culture are methods frequently used to activate Notch signaling (for example in breast cancer research) it may be important to keep in mind that the two modes of ligand presentation may yield partly different responses.

The importance of the interaction between tumor and stroma is increasingly recognized [21, 22] and we show that the S^3^ technology can be productively used to decode the tumor and stroma transcriptomes from mammary fat pad xenograft experiments. Our data demonstrate that both the MCF7 and MDA-MB-231 cells undergo widespread transcriptional changes upon transplantation to the mammary fat pad, and that the changes in MDA-MB-231 cells were more profound. This shows that growth in the *in vivo* environment of the mammary gland has a considerable impact on the tumor cell transcriptomes and that the response is cell line-specific. 

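Matrix genes moved in both directions in xenografted MCF7 cells. SPARC, a collagen-binding protein, rose by 7.97 (standard error 1.09, adjusted p = 0.00114), and BGN, the proteoglycan biglycan, was at least 73.5-fold higher. COL5A1, a chain of type V collagen, LOXL2, a collagen-crosslinking oxidase, and LAMA3, a laminin chain, fell by 2.13, 2.32 and 2.35 on the log2 scale. Of 28 tested matrix genes, 11 rose and 9 fell by edgeR in MCF7 xenografts (14 and 9 when adjusted over the list alone), and of 31 11 rose and 9 fell in MDA-MB-231 xenografts, where THBS1 and COL12A1 had log2 fold changes of -2.35 and -2.62. Of 30 adhesion genes, 14 rose and 6 fell in MCF7 xenografts (14 and 6 when adjusted over the list alone). The difference between the lines was tested directly, and 8 of 34 matrix and 12 of 33 adhesion genes had a higher fold change in MCF7 cells, among them CDH1, the epithelial cadherin (5.29), while 3 and 5 had a lower one.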

The Gene Ontology analysis demonstrated that the gene categories representing extracellular matrix components were enriched among the genes upregulated in xenografted MCF7 cells, while the cell adhesion category was enriched in the MDA-MB-231 cells following transplantation. The difference in responses in MCF7 and MDA-MB-231 cells is likely not only affected by which cell line was transplanted but also by the fact that different transplantation techniques were used for the two cell types: MDA-MB-231 cells were transplanted directly into the mammary fat pad whereas MCF7 cells were grafted into cleared fat pads. Furthermore, the immune status of the recipient mice was different: the mice used for MCF7 transplantation were nude mice, which lack T cells but retain B cells and natural killer (NK) cells, whereas xenografting of MDA-MB-231 cells was done in SCID mice, which have no T cells and B cells but retain NK cells. While it is plausible that both the origin of the transplanted cells, the transplantation technique and the immune status of the mice contribute to the profound differences in tumor transcriptomes, the precise impact of each of these parameters can be explored by the S^3^ technology in further studies.

The stromal response to xenografting MCF7 or MDA-MB-231 cells was also remarkably different, with nearly 4000 genes upregulated in stroma from MCF7 transplants as compared to MDA-MB-231 transplants. In the PCA, the genome-wide transcriptome from MCF7 stroma was intermediate between the MDA-MB-231 and the untransplanted stromal transcriptomes. This is in line with the fact that the basal-type MDA-MB-231 cell line is more aggressive and also produces metastases upon transplantation [59], but as discussed above the difference in xenografting techniques and immune status of the mice used for transplanting the two cell types is likely to substantially contribute to the differences in the response. It is interesting to note that genes upregulated in both the MCF7 and MDA-MB-231 surrounding stroma include genes involved in cytokine response as well as several supposedly universal stromal markers [59], whereas the MCF7 stroma also was enriched for genes involved in chromatin remodeling.

## Conclusions

In conclusion, our data from co-cultured cells and xenograft experiments show that the S^3^ technology allows for faithful reporting of transcriptomic changes that will provide new insights from experiments based on mixed-species cell interactions *in vitro* or *in vivo*.

## Additional files

Additional file 1: Table S1. Fisher’s exact test for count data (R). (XLSX 10 kb) Additional file 2: Table S2.
*p*-values and FDR from SAMlike_test_on_rpkms.py. (XLSX 14232 kb) Additional file 3: Figure S1. Pipeline of data processing. **Figure S2.** Comparison with other methods to separate human and mouse reads, both in terms of sensitivity (A) and specificity (B). **Figure S3.** Comparison of three species (rat, mouse, human) separation of rat (R1–R3) and mouse (M4, M5) RNA-seq samples, similar to Fig. 1g but with absolute number of reads on the y axis. **Figure S4.** Comparison of the number of genes up- and downregulated in (A) MDA-MB-231 cells co-cultured with 3T3-L1 cells expressing DLL4 or GFP, (B) MDA-MB-231 cells on immobilized Fc-DLL4 or Fc, and (C) 3T3-L1 cells, expressing DLL4 or GFP, co-cultured with MDA-MB-231 cells. **Figure S5.** Whole-genome gene expression QC: Depth Saturation. **Figure S6.** Whole-Genome Gene Expression QC: Density Plots after TMM Normalization. **Figure S7.** Additional principal component analyses (PCA). **Figure S8.** Scatterplot of genes in Estrogen-related signaling, differentially expressed in MCF7 cells *in vitro* and MCF7 cells in tumor. **Figure S9.** Scatterplots of Table S8 comparison groups. **Figure S10.** Hierarchical Clustering. **Figure S11.** FINAK_BREAST_CANCER_SDPP_SIGNATURE: Scatterplot of genes in the stroma-derived prognostic predictor of breast cancer disease outcome (Finak et al. 2008 [59]), differentially expressed in (A) Mammary Gland (MG) compared to MCF7 tumor stroma, (B) MG compared to MDA-MB-231 tumor stroma, and MCF7 tumor stroma compared to MDA-MB-231 tumor stroma. (PDF 11548 kb) Additional file 4: Table S3. Fold change for analysis of Notch activation by co-culture and immobilized ligand. (PDF 410 kb) Additional file 5: Table S4. Gene lists from *in vitro* comparisons. (XLSX 53 kb) Additional file 6: Table S5. Optimization of S^3^ parameters. (XLS 65 kb) Additional file 7: Table S6. Gene Ontology. (XLSX 270 kb) Additional file 8: Table S7. Alignment Statistics. (PDF 657 kb) Additional file 9: Table S8. Fold change and false discovery rate for analysis of gene expression in tumor and stroma.

## Abbreviations

BSA: Bovine serum albumin
CAF: Cancer-associated fibroblast
DAPT: N-[N-(3,5-difluorophenacetyl)-L-alanyl]-S-phenylglycine t-butyl ester
DLL4: Delta-like 4
DMEM: Dulbecco's modified Eagle medium
DMSO: Dimethyl sulfoxide
DPBS: Dulbecco's phosphate-buffered saline
FACS: Fluorescence-activated cell sorting
FDR: False discovery rate
GFP: Green fluorescent protein
HSP: Heat shock protein
ICD: Intracellular domain
IRES: Internal ribosome entry site
Luc: Luciferase
NK: Natural killer
PBS: Phosphate-buffered saline
PCA: Principal component analysis
QC: Quality control
qPCR: Quantitative real-time polymerase chain reaction
RPKM: Reads per kilobase of transcript per million reads mapped
SAM: Significance analysis of microarrays
SEM: Standard error of the mean
Seq: Sequencing

## References

[1] Ozsolak F, Milos PM (2011). RNA sequencing: advances, challenges and opportunities. Nat Rev Genet..

[2] Farren M, Weston S, Brown H, Broadbent N, Powell S, Shaw R (2012). Expression of stromal genes associated with the angiogenic response are not differentiated between human tumour xenografts with divergent vascular morphologies. Angiogenesis..

[3] Park ES, Kim S-J, Kim SW, Yoon S-L, Leem S-H, Kim S-B (2011). Cross-species hybridization of microarrays for studying tumor transcriptome of brain metastasis. Proc Natl Acad Sci..

[4] Andersson ER, Sandberg R, Lendahl U (2011). Notch signaling: simplicity in design, versatility in function. Development..

[5] Chapman G, Liu L, Sahlgren C, Dahlqvist C, Lendahl U (2006). High levels of Notch signaling down-regulate Numb and Numblike. J Cell Biol..

[6] Reedijk M, Odorcic S, Chang L, Zhang H, Miller N, McCready DR (2005). High-level coexpression of JAG1 and NOTCH1 is observed in human breast cancer and is associated with poor overall survival. Cancer Res..

[7] Speiser J, Foreman K, Drinka E, Godellas C, Perez C, Salhadar A (2012). Notch-1 and Notch-4 biomarker expression in triple-negative breast cancer. Int J Surg Pathol..

[8] Robinson DR, Kalyana-Sundaram S, Wu Y-M, Shankar S, Cao X, Ateeq B (2011). Functionally recurrent rearrangements of the MAST kinase and Notch gene families in breast cancer. Nat Med..

[9] Pece S, Serresi M, Santolini E, Capra M, Hulleman E, Galimberti V (2004). Loss of negative regulation by Numb over Notch is relevant to human breast carcinogenesis. J Cell Biol..

[10] Meurette O, Stylianou S, Rock R, Collu GM, Gilmore AP, Brennan K (2009). Notch activation induces Akt signaling via an autocrine loop to prevent apoptosis in breast epithelial cells. Cancer Res..

[11] Jhappan C, Gallahan D, Stahle C, Chu E, Smith GH, Merlino G (1992). Expression of an activated Notch-related int-3 transgene interferes with cell differentiation and induces neoplastic transformation in mammary and salivary glands. Genes Dev..

[12] Landor SK-J, Mutvei AP, Mamaeva V, Jin S, Busk M, Borra R (2011). Hypo- and hyperactivated Notch signaling induce a glycolytic switch through distinct mechanisms. Proc Natl Acad Sci U S A..

[13] Boelens MC, Wu TJ, Nabet BY, Xu B, Qiu Y, Yoon T (2014). Exosome transfer from stromal to breast cancer cells regulates therapy resistance pathways. Cell..

[14] Shimoda M, Principe S, Jackson HW, Luga V, Fang H, Molyneux SD (2014). Loss of the Timp gene family is sufficient for the acquisition of the CAF-like cell state. Nat Cell Biol..

[15] Xing F, Kobayashi A, Okuda H, Watabe M, Pai SK, Pandey PR (2013). Reactive astrocytes promote the metastatic growth of breast cancer stem-like cells by activating Notch signalling in brain. EMBO Mol Med..

[16] Martz CA, Ottina KA, Singleton KR, Jasper JS, Wardell SE, Peraza-Penton A (2014). Systematic identification of signaling pathways with potential to confer anticancer drug resistance. Sci Signal..

[17] Deome KB, Faulkin LJ, Bern HA, Blair PB (1959). Development of mammary tumors from hyperplastic alveolar nodules transplanted into gland-free mammary fat pads of female C3H mice. Cancer Res..

[18] Minn AJ, Gupta GP, Siegel PM, Bos PD, Shu W, Giri DD (2005). Genes that mediate breast cancer metastasis to lung. Nature..

[19] Zhang X, Claerhout S, Prat A, Dobrolecki LE, Petrovic I, Lai Q (2013). A renewable tissue resource of phenotypically stable, biologically and ethnically diverse, patient-derived human breast cancer xenograft models. Cancer Res..

[20] Unger C, Kramer N, Walzl A, Scherzer M, Hengstschläger M, Dolznig H (2014). Modeling human carcinomas: physiologically relevant 3D models to improve anti-cancer drug development. Adv Drug Deliv Rev..

[21] Hanahan D, Weinberg RA (2011). Hallmarks of cancer: the next generation. Cell..

[22] Pietras K, Östman A (2010). Hallmarks of cancer: interactions with the tumor stroma. Exp Cell Res..

[23] Prat A, Perou CM (2011). Deconstructing the molecular portraits of breast cancer. Mol Oncol..

[24] Holliday DL, Speirs V (2011). Choosing the right cell line for breast cancer research. Breast Cancer Res..

[25] Gustafsson MV, Zheng X, Pereira T, Gradin K, Jin S, Lundkvist J (2005). Hypoxia requires notch signaling to maintain the undifferentiated cell state. Dev Cell..

[26] Hansson EM, Lanner F, Das D, Mutvei A, Marklund U, Ericson J (2010). Control of Notch-ligand endocytosis by ligand-receptor interaction. J Cell Sci..

[27] Diez H, Fischer A, Winkler A, Hu CJ, Hatzopoulos AK, Breier G (2007). Hypoxia-mediated activation of Dll4-Notch-Hey2 signaling in endothelial progenitor cells and adoption of arterial cell fate. Exp Cell Res..

[28] Kato H, Taniguchi Y, Kurooka H, Minoguchi S, Sakai T, Nomura-Okazaki S (1997). Involvement of RBP-J in biological functions of mouse Notch1 and its derivatives. Development..

[29] Buas MF, Kabak S, Kadesch T (2009). Inhibition of myogenesis by notch: evidence for multiple pathways. J Cell Physiol..

[30] Sahlgren C, Gustafsson MV, Jin S, Poellinger L, Lendahl U (2008). Notch signaling mediates hypoxia-induced tumor cell migration and invasion. Proc Natl Acad Sci U S A..

[31] Jin S, Mutvei AP, Chivukula IV, Andersson ER, Ramsköld D, Sandberg R (2013). Non-canonical Notch signaling activates IL-6/JAK/STAT signaling in breast tumor cells and is controlled by p53 and IKKα/IKKβ. Oncogene..

[32] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics..

[33] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol..

[34] Ramsköld D, Storvall H, Sandberg R. Sandberg Lab RNA-Sequencing. http://sandberg.cmb.ki.se/rnaseq/. Accessed 12 Jun 2015.

[35] Tsoi LC, Iyer MK, Stuart PE, Swindell WR, Gudjonsson JE, Tejasvi T (2015). Analysis of long non-coding RNAs highlights tissue-specific expression patterns and epigenetic profiles in normal and psoriatic skin. Genome Biol..

[36] Nassar D, Latil M, Boeckx B, Lambrechts D, Blanpain C. Genomic landscape of carcinogen induced mouse skin squamous cell carcinoma. EMBL-EBI ArrayExpress: E-MTAB-2889. http://www.ebi.ac.uk/arrayexpress/experiments/E-MTAB-2889/. Accessed 12 Jun 2015.

[37] Ramsköld D, Luo S, Wang Y-C, Li R, Deng Q, Faridani OR (2012). Full-length mRNA-Seq from single-cell levels of RNA and individual circulating tumor cells. Nat Biotechnol..

[38] Zhou Z, Karlsson C, Liang T, Xiong W, Kimura M, Tapocik JD (2013). Loss of metabotropic glutamate receptor 2 escalates alcohol consumption. Proc Natl Acad Sci U S A..

[39] Aguirre A, Montserrat N, Zacchigna S, Nivet E, Hishida T, Krause MN (2014). *In vivo* activation of a conserved MicroRNA program induces mammalian heart regeneration. Cell Stem Cell..

[40] Heyne HO, Lautenschläger S, Nelson R, Besnier F (2014). Genetic influences on brain gene expression in rats selected for tameness and aggression. Genetics..

[41] Ramsköld D, Wang ET, Burge CB, Sandberg R (2009). An abundance of ubiquitously expressed genes revealed by tissue transcriptome sequence data. PLoS Comput Biol..

[42] Huang DW, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc..

[43] Huang DW, Sherman BT, Lempicki RA (2009). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res..

[44] S^3^ Technology Script. https://github.com/danielramskold/S3_species-specific_sequencing.

[45] Conway T, Wazny J, Bromage A, Tymms M, Sooraj D, Williams ED (2012). Xenome-a tool for classifying reads from xenograft samples. Bioinformatics..

[46] Bradford JR, Farren M, Powell SJ, Runswick S, Weston SL, Brown H (2013). RNA-Seq differentiates tumour and host mRNA expression changes induced by treatment of human tumour xenografts with the VEGFR tyrosine kinase inhibitor cediranib. PLoS One..

[47] Raskatov JA, Nickols NG, Hargrove AE, Marinov GK, Wold B, Dervan PB (2012). Gene expression changes in a tumor xenograft by a pyrrole-imidazole polyamide. Proc Natl Acad Sci U S A..

[48] Rossello FJ, Tothill RW, Britt K, Marini KD, Falzon J, Thomas DM (2013). Next-generation sequence analysis of cancer xenograft models. PLoS One..

[49] Andersson ER, Lendahl U (2014). Therapeutic modulation of Notch signalling—are we there yet?. Nat Rev Drug Discov..

[50] Kulic I, Robertson G, Chang L, Baker JHE, Lockwood WW, Mok W (2015). Loss of the Notch effector RBPJ promotes tumorigenesis. J Exp Med..

[51] Grabherr MG, Haas BJ, Yassour M, Levin JZ, Thompson DA, Amit I (2011). Full-length transcriptome assembly from RNA-Seq data without a reference genome. Nat Biotechnol..

[52] Mortazavi A, Williams BA, McCue K, Schaeffer L, Wold B (2008). Mapping and quantifying mammalian transcriptomes by RNA-Seq. Nat Methods..

[53] Lamar E, Deblandre G, Wettstein D, Gawantka V, Pollet N, Niehrs C (2001). Nrarp is a novel intracellular component of the Notch signaling pathway. Genes Dev..

[54] Mollard S, Mousseau Y, Baaj Y, Richard L, Cook-Moreau J, Monteil J (2011). How can grafted breast cancer models be optimized?. Cancer Biol Ther..

[55] Norum JH, Andersen K, Sørlie T (2014). Lessons learned from the intrinsic subtypes of breast cancer in the quest for precision therapy. Br J Surg..

[56] Marino M, Galluzzo P, Ascenzi P (2006). Estrogen signaling multiple pathways to impact gene transcription. Curr Genomics..

[57] Heldring N, Pike A, Andersson S, Matthews J, Cheng G, Treuter E (2007). Estrogen receptors : how do they signal and what are their targets. Physiol Rev..

[58] Tocris Bioscience. Estrogen Signaling Pathway. 2015. http://www.tocris.com/pathways/estrogenPathway.php#.VTZRkq2qpBc. Accessed 12 Jun 2015.

[59] Finak G, Bertos N, Pepin F, Sadekova S, Souleimanova M, Zhao H (2008). Stromal gene expression predicts clinical outcome in breast cancer. Nat Med..

[60] Deng Q, Ramsköld D, Reinius B, Sandberg R (2014). Single-cell RNA-seq reveals dynamic, random monoallelic gene expression in mammalian cells. Science..

# Supplementary material for: Decoding breast cancer tissue–stroma interactions using species-specific sequencing
**Source:** Breast Cancer Res. 2015 Aug 13;17(1):109. doi: 10.1186/s13058-015-0616-x
**Supplement:** Additional file 4: Table S3. — Fold change for analysis of Notch activation by co-culture and immobilized ligand.

Table S4: Fold change for analysis of Notch activation by co-culture and immobilized ligand. (A) Comparison of the number of genes upregulated after ligand-activation and downregulated with DAPT treatment, using noted cutoffs, in both co-culture and immobilized ligand assays, (B) gene list of (A) with comparison groups as in Figure 3E and red text indicating repeated gene listing, and (C) comparison of the number of genes up- and downregulated, using noted cutoffs, in MDA-MB-231 cultured with 3T3GFP or Fc.

A

Comparison: Co-culture vs. Immobilized Ligand		Gene Expression	FC>2<br># of Genes
MDA231/3T3DLL4<br>vs. MDA231/3T3GFP (-DAPT)	vs. MDA231/Fc-DLL4<br>vs. MDA231/Fc (-DAPT)	Upregulated	3
"Notch Signature"<br>in co-culture	vs. "Notch Signature"<br>on immobilized ligand	In common	1
MDA231/3T3DLL4 (+DAPT)<br>vs. MDA231/3T3DLL4 (-DAPT)	vs. MDA231/Fc-DLL4 (+DAPT)<br>vs. MDA231/Fc-DLL4 (-DAPT)	Downregulated	10

B

3 common (2 unique) genes upregulated by DLL4 (101 vs. 47 genes)

FAM45B	family with sequence similarity 45, member B (pseudogene)
FAM45B	family with sequence similarity 45, member B (pseudogene)
DYRK4	dual-specificity tyrosine-(Y)-phosphorylation regulated kinase 4

1 common “Notch Signature” gene (63 vs. 29 genes)

SCARNA4	small Cajal body-specific RNA 4

10 common genes downregulated by DAPT (101 vs. 55 genes)

TRIM34	tripartite motif containing 34
SMG1P5	SMG1 pseudogene 5
RNASEK-C17orf49	RNASEK-C17orf49 readthrough
LOC101928837	uncharacterized ncRNA
LOC101928571	ZNF649 antisense RNA 1
INSL4	insulin-like 4 (placenta)
HES4	hes family bHLH transcription factor 4
FRMD8P1	FERM domain containing 8 pseudogene 1
ECSCR	endothelial cell surface expressed chemotaxis and apoptosis regulator
COX7B2	cytochrome c oxidase subunit VIIb2

C

Comparison: GFP vs. Fc		Gene Expression	FC>2<br># of Genes
MDA231/3T3GFP	vs. MDA231/Fc	Upregulated	352
		Downregulated	97

# Supplementary material for: Decoding breast cancer tissue–stroma interactions using species-specific sequencing
**Source:** Breast Cancer Res. 2015 Aug 13;17(1):109. doi: 10.1186/s13058-015-0616-x
**Supplement:** Additional file 8: Table S7. — Alignment Statistics.

Table S3: Alignment Statistics

The number of normalized reads and fraction of human- and mouse-specific reads in each sequenced sample.

'% expressed genes' is '# remaining genes' in Figure S1, '%reads' is '# reads from species1 after separation' divided by the sum of that value and '# reads from species2 after separation', '#reads' is '# reads from species1 after separation', '% read loss' is one minus the ratio of '# reads from species1 after separation' to '# reads from species1 before separation' and '% remaining genes' is '# remaining genes' divided by '# genes before separation'. The values that correspond to the 0.1-0.3% species misassignment frequency are marked in green.

A

in silico			Sample Information					
			% expressed genes		% reads		# reads	
			human	mouse	human	mouse	human	mouse
Sample Description	Species	Sample ID						
Human skin 1, SRX800842	human	H1	82.20	6.53	99.86	0.14	20888463	28262
Human skin 2, SRX800868	human	H2	80.30	8.93	99.80	0.20	42072767	84091
Human skin 3, SRX800836	human	H3	79.66	6.03	99.83	0.17	16566093	27870
Mouse skin 1, ERX840616	mouse	M1	13.81	64.81	0.23	99.77	19773	8748660
Mouse skin 2, ERX840615	mouse	M2	17.23	63.10	0.29	99.71	20024	6768565
Mouse skin 3, ERX940617	mouse	M3	13.02	67.13	0.27	99.73	13155	4794321

B

Alignment Information					
Sample ID		% read loss		% remaining genes	
		human	mouse	human	mouse
H1		16.41	99.48	98.58	10.28
H2		9.15	99.15	98.94	14.29
H3		16.22	99.40	98.75	9.86
M1		98.64	5.24	27.06	99.46
M2		98.36	5.59	34.29	99.23
M3		98.98	5.99	22.22	99.52

C

in vitro			Sample Information					
			% expressed genes		% reads		# reads	
			human	mouse	human	mouse	human	mouse
Sample Description	Species	Sample ID						
Notch1 receptor-expressing cells -ligand on cell, -inhibitor	mixed	MDA231_3T3GFP_-DAPT	63.79	63.26	45.78	54.22	5535797	6556909
Notch1 receptor-expressing cells -ligand on cell, +inhibitor	mixed	MDA231_3T3GFP_+DAPT	63.74	63.57	44.37	55.63	5482753	6874231
Notch1 receptor-expressing cells +ligand on cell, -inhibitor	mixed	MDA231_3T3DLL4_-DAPT	63.13	62.57	46.95	53.05	6132342	6928394
Notch1 receptor-expressing cells +ligand on cell, +inhibitor	mixed	MDA231_3T3DLL4_+DAPT	63.61	62.53	47.40	52.60	6294273	6983919
Notch1 receptor-expressing cells -ligand immobilized, -inhibitor	human	MDA231_Fc_-DAPT	66.31	20.43	99.90	0.10	11728605	11692
Notch1 receptor-expressing cells -ligand immobilized, +inhibitor	human	MDA231_Fc_+DAPT	65.73	18.36	99.91	0.09	10818709	9902
Notch1 receptor-expressing cells +ligand immobilized, -inhibitor	human	MDA231_Fc-DLL4_-DAPT	65.73	18.53	99.91	0.09	11265842	10021
Notch1 receptor-expressing cells +ligand immobilized, +inhibitor	human	MDA231_Fc-DLL4_+DAPT	66.03	19.22	99.91	0.09	11661368	10945

D

Alignment Information					
Sample ID		% read loss		% remaining genes	
		human	mouse	human	mouse
MDA231_3T3GFP_-DAPT		30.98	23.13	92.65	92.89
MDA231_3T3GFP_+DAPT		31.96	22.36	92.61	92.76
MDA231_3T3DLL4_-DAPT		30.01	23.94	92.56	92.61
MDA231_3T3DLL4_+DAPT		29.67	24.15	92.65	92.39
MDA231_Fc_-DAPT		6.77	99.62	99.02	35.64
MDA231_Fc_+DAPT		6.76	99.66	98.92	32.37
MDA231_Fc-DLL4_-DAPT		6.74	99.66	98.94	32.60
MDA231_Fc-DLL4_+DAPT		6.70	99.65	98.93	33.71

E

			Sample Information					
			% expressed genes		% reads		# reads	
			human	mouse	human	mouse	human	mouse
Sample Description	Species	Sample ID						
MCF7 cells -ligand immobilized, -inhibitor	human	MCF7WT_Fc	63.87	4.91	99.96	0.04	5359310	2234
MCF7 cells -ligand immobilized, -inhibitor	human	MCF7WT_Fc_1	67.10	6.85	99.96	0.04	11092079	4582
MDAMB231 cells -ligand immobilized, -inhibitor	human	MDA_WT_Fc_2	67.69	7.58	99.96	0.04	13826522	5665
MDAMB231 cells -ligand immobilized, -inhibitor	human	MDA_WT_Fc_3	66.30	6.09	99.96	0.04	11091367	3916

F

Alignment Information					
Sample ID		% read loss		% remaining genes	
		human	mouse	human	mouse
MCF7WT_Fc		11.49	99.85	98.63	9.16
MCF7WT_Fc_1		8.34	99.85	99.07	12.11
MDA_WT_Fc_2		7.67	99.84	99.13	13.31
MDA_WT_Fc_3		7.13	99.87	99.16	10.89

G

in vivo			Sample Information					
			% expressed genes		% reads		# reads	
			human	mouse	human	mouse	human	mouse
Sample Description	Species	Sample ID						
MCF7-EGFP in nude mouse, left tumor	mixed	Mouse1L_MCF7-EGFP	66.27	75.53	27.82	72.18	5499836	14266339
MCF7-EGFP in nude mouse, right tumor	mixed	Mouse1R_MCF7-EGFP	53.85	73.95	3.27	96.73	409957	12138342
MCF7-EGFP in nude mouse, left tumor	mixed	Mouse3L_MCF7-EGFP	71.28	69.84	74.79	25.21	15840262	5338921
MCF7-EGFP in nude mouse, right tumor	mixed	Mouse3R_MCF7-EGFP	68.36	73.32	48.27	51.73	9680756	10374075
MDA-MB-231 tumor + IgG	mixed	Mouse1_IgG	71.96	66.12	86.35	13.65	32426279	5125434
MDA-MB-231 tumor + IgG	mixed	Mouse13_IgG	71.26	65.41	89.77	10.23	35026428	3990529
MDA-MB-231 tumor + IgG	mixed	Mouse22_IgG	73.34	69.58	80.45	19.55	33846241	8225212
MDA-MB-231 tumor + IgG	mixed	Mouse32_IgG	70.28	66.91	82.81	17.19	18270756	3792521

H

Alignment Information					
Sample ID		% read loss		% remaining genes	
		human	mouse	human	mouse
Mouse1L_MCF7-EGFP		43.48	17.76	87.63	97.28
Mouse1R_MCF7-EGFP		88.48	7.56	78.51	98.63
Mouse3L_MCF7-EGFP		15.48	46.78	92.96	93.97
Mouse3R_MCF7-EGFP		27.07	25.16	90.18	98.17
Mouse1_IgG		9.35	61.78	94.53	91.50
Mouse13_IgG		8.22	67.74	94.78	91.24
Mouse22_IgG		10.76	50.88	94.32	93.39
Mouse32_IgG		10.81	55.23	94.04	92.96

I

			Sample Information					
			% expressed genes		% reads		# reads	
			human	mouse	human	mouse	human	mouse
Sample Description	Species	Sample ID						
4th left mammary gland from NOD-SCID mouse	mouse	Left_Mammary_Gland_4_NOD-SCID	25.19	71.39	0.14	99.86	17809	12925494

J

Alignment Information					
Sample ID		% read loss		% remaining genes	
		human	mouse	human	mouse
Left_Mammary_Gland_4_NOD-SCID		99.46	5.78	40.96	99.34

How the deposited data were processed for this re-analysis (not part of the article)

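The data were processed files of 21 RNA sequencing libraries, each with 1 file of human and 1 of mouse genes (42 files). They covered 4 co-cultures of MDA-MB-231 cells with 3T3-L1 cells, 4 cultures of MDA-MB-231 cells on Fc or Fc-DLL4, 2 further cultures each of MCF7 and MDA-MB-231 cells, 4 MCF7 and 4 MDA-MB-231 xenografts and 1 mammary gland. MCF7 tumor 1R was not used in any comparison, as in the paper, except in alternatives that name it.

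The authors aligned single-end reads with STAR to hg19 and mm10 and kept reads that matched 1 species uniquely and not the other. The read counts per gene were made by the authors with the program rpkmforgenes over RefSeq genes, without microRNA and small nucleolar RNA genes. The RPKM values deposited beside the counts were scaled between libraries by the authors with TMM. In the mouse files the deposited scaling amounts to 1.37 to 1.59 in MCF7 stroma, 1.11 to 1.21 in MDA-MB-231 stroma and 1.00 in the gland relative to plain RPKM, so ratios of deposited RPKM in stroma lie above edgeR's fold changes. The TMM factors found here by edgeR, which multiply the read total, were 0.828 for the gland, 1.01 to 1.10 for MCF7 stroma and 0.974 to 1.03 for MDA-MB-231 stroma. They raise the gland relative to the stromas, so the deposited scaling runs the opposite way. A gene can be listed at 0 RPKM although it has reads, as GPR1 was. The counting is not stated to use strand, so reads of overlapping and antisense genes cannot be told apart.

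From the deposited RPKM, a ratio or fold was computed after 0.3 RPKM was added to both sides, and genes past 2-fold were called, which follows the paper's methods. Lists in the comparisons without replicates were measured on genes with at least 20 reads in the higher library and described by a percentile among 10000 random lists. Noise was simulated 200 times with no effect. From the counts, replicated groups were tested with edgeR 4.0.16 (quasi-likelihood, TMM factors, Benjamini-Hochberg adjustment, R 4.3.3), at an adjusted p of 0.05, with DESeq2 1.42.0 as the alternative. Gene sets were tested with camera in limma 3.58.1 with a preset correlation of 0.01 and again with an estimated one. Folds against groups with 0 reads were computed against a floor of 3 counts over the group, and with 1 to 3 reads a 95% counting interval is given. Intervals cover counting error only. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Positions are those of GRCh37 and GRCm38 annotation, matched by symbol.

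There were 11 human and 17 mouse gene lists, fixed before the data were examined: Notch targets, inflammatory and cytokine genes, interferon-stimulated genes, hypoxia and glycolysis, estrogen response, cell cycle, extracellular matrix, cell adhesion, histones, cholesterol synthesis and the unfolded protein response in human cells, and endothelial, angiogenesis, fibroblast and matrix, macrophage, neutrophil, B cell, T cell, natural killer cell, adipocyte, mammary epithelium, skin, skeletal muscle, chromatin, inflammatory, interferon-stimulated, cell cycle and Notch target genes in mouse cells. The rule for named genes was also fixed before. In replicated comparisons it took, per direction, the 12 genes with the smallest adjusted p among those past 2-fold, at a mean of at least 1 RPKM in the higher group and without overlap between the groups. In comparisons of single libraries it took, per direction, the 12 genes with the largest fold among those with at least 50 reads. Every gene the paper names, up to 4 members per list and direction, and DLL4 and the Notch receptors were added. Some of these are described in the text. Signature genes singled out by their reads (such as KRT17, RBPMS2, PDZD7, LRRC48, FAM81A, EIF4EBP3, Htr1d and A530046M15Rik), HBD in further libraries, and Ubb with Gm1821 were chosen after their values were seen.

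The scripts were tested on simulated data. For co-cultured human cells (24112 genes), the fold change rule put 100 of 100 genes with a 4-fold effect in the signature at 50 reads or more and 64 under 20 reads, and 23 and 8 of those with a 2-fold effect. With edgeR, 82 of 100 genes changed 4-fold and 49 changed 2-fold were recovered for MCF7 xenografts (13326 genes), 92 and 64 for MDA-MB-231 xenografts (13630 genes), and 86 and 45 between the stromas (13264 genes). Against the single gland, 41 and 3 were recovered for MCF7 stroma (14661 genes) and 52 and 4 for MDA-MB-231 stroma (14680 genes), and for the difference between the cell lines 71 and 7 (14641 genes). No pair of replicates differed by less than the sampling noise. The alternatives were other pseudocounts, a minimum of reads, other scaling, DESeq2, other designs, leaving out each replicate, thinned reads, and the names DLL4 and GFP exchanged. The in silico mixtures and the comparison with published stromal markers were not analysed here.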

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

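The tests of exchanged names, of skin tissue in tumor 1L and of splits by animal were chosen only after the results were seen, and the other tests in this part were set before.

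Of the 4 MDA-MB-231 xenografts, tumor 32 had 18117469 human reads, far from the nearest other tumor with 32117310 (Dixon ratio 0.845, above the critical value for 4 samples). It was the only 1 past that value of 22 quantities tested in this way, and at 5% each about 1 is expected by chance. The change in xenografts was higher in MCF7 than in MDA-MB-231 cells for 2775 genes and lower for 2514, by an edgeR test of the difference itself (1790 and 1964 without the MCF7 culture Fc, 1933 and 1672 without Fc_1). Tumor 1R, which the paper left out, had reads on 17174 mouse genes.

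In the co-cultures, human DLL4 was high in the libraries labelled GFP, and HBD had 3304 reads in the library labelled DLL4 without DAPT and 2 in that labelled GFP. The libraries on Fc also had human DLL4, 106 reads without DAPT. With the names DLL4 and GFP exchanged, 99.4% of the symbols that the paper lists as upregulated by DLL4 were called, and the human read totals lay within 0.773% of Table S7, against up to 13.9% by the labels. The values therefore exclude that the labels name these libraries as the paper does, and both pairs of libraries, without and with DAPT, are out of place in the way an exchange needs. In Fig. 2b a Notch reporter was raised by DLL4-expressing cells and lowered by DAPT, but its cultures are not these libraries, so it does not settle their naming. Directions by the exchanged names are thus those of the paper's DLL4 and GFP cultures. At which step the names were exchanged stays open, and no biological explanation was tested.

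The Notch signatures held genes with few reads. Simulations with no effect and the spread of 2 Fc libraries gave 57.3% of the observed signature by the labels, 94.0% with the names exchanged and 80.5% on immobilized ligand. With the spread of 3 Fc libraries, of 2 experiments, they gave 87.5%, 146% and 156.5%, as many as the whole signature or more in the last 2. The median signature gene had 2 reads by the labels, 2 with the names exchanged and 4 on immobilized ligand. Counting noise in the ligand library, which both steps of the rule share, and few reads per gene are therefore candidate explanations for most of the signature genes. Few reads do not account for the 6 genes of immobilized ligand with at least 50 reads, HES1 (525), SNAI1 (97), ABCA1 (797), TNFSF10 (637), COL1A1 (440) and PRSS22 (118), and in simulated data 0 unchanged genes with that many reads entered the signature. Variation between cultures stays open for these, and an effect of the ligand for all, with no replicate to test it.

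More genes were higher than lower in MCF7 stroma against MDA-MB-231 stroma, 85.5% of those past 2-fold. On the deposited scaling, the share was 85.0% with every library thinned to the smallest total and 81.0% without tumor 1L. Both alternatives kept that scaling, under which the median log2 ratio was 0.49, also with thinned libraries. A shift of that size can keep the share high by itself, so neither alternative decides on depth or on the skin tissue in tumor 1L. With median-of-ratios scaling the share was 67.3%, and the median log2 ratio went from 0.49 to 0.07, so scaling may account for much of the asymmetry but not all of it. By edgeR, 60.7% of the called genes past 2-fold were higher (1880 and 1215), and 51.3% of all called genes. The edgeR share past 2-fold was 59.1% with thinned libraries and 58.0% without tumor 1L. All of these lie too near an even split for edgeR to decide on depth or skin. Differences between the mouse strains, grafting methods, hormone pellets, antibody treatment, perfusion, preservation and cell lines stay open and untested.

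Among genes higher in xenografts than in culture, 0.467% in MCF7 and 0.137% in MDA-MB-231 cells had expected mouse reads that could make up 50% or more of their reads. Of 35 splits of the libraries of MDA-MB-231 xenografts and cultures, 1 called as many genes as the real one, which was itself with 6033, and the highest of the others called 1. This is the smallest share that 35 splits allow, and it lies under the 0.05 set before. It argues against chance if the cultures were independent, but does not exclude it. For both stromas, 1 of 35 splits of the libraries, the real one, called 6329 genes and the highest of the others called 0, but tumors 3L and 3R come from 1 mouse. By animal, 1 of 15 splits, the real one, called 5699 genes and the highest of the others called 0, and 15 splits are too few for a share under 0.05.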

How the results depend on the processing

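The labels exchanged together with averaging, the comparisons marked as such below, and the counts of overlaps with the gland were chosen only after the data were seen, and the other alternatives were set before. No paired analysis was possible within a comparison because the groups compared share fewer than 2 replicate numbers or have 1 library each. The libraries without and with DAPT form pairs across the conditions of the Notch experiments, and these pairs were not tested together. The named genes with replicates kept their direction in 1903 of 1903 alternatives and their side of the threshold in 1878, and 25 lost the call. They had been chosen from the same data by small adjusted p or large fold, so reversals were unlikely from the start. Of 584 alternatives for counts of lists, 529 stayed within 1.5 times and 55 did not.

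With at least 20 reads in the higher library, human genes in the co-culture were 114 higher and 11 lower, 11 lowered and 17 raised by DAPT, with 7 in the signature. Mouse genes were 60 higher and 15 lower, 7 lowered and 14 raised by DAPT, with 2 shared. On immobilized ligand 15 were higher and 20 lower, 15 lowered and 12 raised by DAPT, with 7 in the signature, the overlap of signatures was 0, and co-culture against Fc gave 120 and 99. Without this minimum, 72.2% of the 417 higher, 93.3% of the 164 lower and 94.2% of the 121 signature genes of the human co-culture had fewer than 20 reads. The minimum removes such genes. With a pseudocount of 1 RPKM these were 127 and 30, 45 and 43, and 28 for human genes, 72 and 40, 23 and 46, and 6 for mouse genes, 13 and 24, 21 and 13, and 5 on immobilized ligand, 0 for the overlap, and 119 and 66 against Fc. It also gave 1408 genes higher in MCF7 and 922 in MDA-MB-231 xenografts.

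With the labels exchanged, 164 human genes were higher and 417 lower, 63 formed the signature, 245 mouse genes were higher and 371 lower, and 471 were higher than on Fc. Averaging libraries without and with DAPT gave 110 lower than on Fc, and both changes together, chosen after seeing the values, 351 higher and 97 lower. The exchange turned the log2 ratio of DLL4 (11.28), HBD (-10.15), IFNL1 (-3.79), CXCL1 (-2.83), CXCL3 (-2.83), TNFAIP3 (-2.76), CXCL10 (-2.52), EGR1 (-2.51), CXCL8 (-2.48), CXCL2 (-2.45), CXCL11 (-2.28), NUAK2 (-2.10), ICAM1 (-1.47), ATF3 (-1.43), BIRC3 (-1.36), GPR1 (5.39), MTHFS (2.86), NME2 (2.65), SGK3 (2.25), DNAH14 (2.10), SCARNA4 (1.59), CEP63 (1.12) and DYRK4 (1.05), of HNMT with DAPT (-0.054) and of ICAM1 against Fc (0.36). In mouse cells it turned P2rx7 (-2.34), Csf2 (-1.59), Tnfaip3 (-1.57), Cxcl11 (-1.54), Selp (-1.24), Hist1h1c (-1.23), Egr1 (-1.17), Cxcl1 (-1.07) and Pygm (1.03). These turn by construction.

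On log2 values, the first component of the human co-cultures (Fig. 2d) held 49.9%, that of immobilized ligand (Fig. 3d) held 41.3%, of the stromas and gland (Fig. 4c) 48.8%, of both Notch experiments (Figure S7A) 40.2%, of the mouse co-cultures (Figure S7C) 42.7%, of MCF7 cells (Figure S7D) 80.7% and of MDA-MB-231 cells (Figure S7E) 66.3%. Without DLL4 it held 87.6% of the human co-cultures and 80.0% of both Notch experiments.

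With median-of-ratios scaling, MCF7 against MDA-MB-231 stroma gave 2870 and 1394, MCF7 stroma against the gland 3285 and 2543 (median log2 ratio of all genes 0.05 against 0.88), and MDA-MB-231 stroma against the gland 2660 higher (-0.02 against 0.42). Genes shared by both stromas against the gland were then 1656 higher and 1962 lower, and 202 genes were higher in the gland and MDA-MB-231 stroma than in MCF7 stroma and 1501 lower. With an adjusted p by edgeR and more than 2-fold, the xenografts shared 369 and 148 genes, the stromas 1185 and 1397 against the gland, and the overlaps with the gland were 869, 138 and 646. By the fold change rule the xenografts shared 324 and 132, and by the adjusted p alone the stromas shared 1577 and 1934. The cause of these changes was not tested.

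Leaving out 1 library gave 1848 to 4404 higher and 1660 to 4164 lower genes in MCF7 xenografts, with the lowest counts without the culture Fc_1. For the difference between the cell lines it gave 1790 to 2964 and 1672 to 2779. Without culture Fc_1, DTX1, PGR, CXCL12, CA12, COL6A3 and COL6A2 lost the call, as did LUM and NDRG1 without either MCF7 culture, CA9 and ADM in MDA-MB-231 cells without a single culture, and Tnc between the stromas without tumor 3R, 13 or 22. The stroma of the MDA-MB-231 tumors, at 3787193 to 8223957 reads, and the single gland limit what could be called.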

Differences from the paper's values

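The averaging of libraries named in this part was chosen only after the values were seen, and the other alternatives were set before the data were examined.

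In co-cultured human cells the paper gives 164 genes upregulated and 415 downregulated by DLL4 and 63 genes in the signature, and by the labels 417, 164 and 121 were found. In mouse cells the paper gives 245 upregulated and 371 downregulated, and 371 and 245 were found. With the names exchanged, the counts were 164, 417 and 63, and 245 and 371. The folds of GPR1, MTHFS, SGK3 and NME2 are about 43, about 7, about 4.8 and about 6.3 in Fig. 2c, read by eye, and were 0.0238, 0.138, 0.211 and 0.159 by the labels and 42.0, 7.25, 4.75 and 6.27 with the names exchanged. For co-culture against Fc the paper gives 352 higher and 97 lower, and 213 and 261 were found by the labels. With the names exchanged and the libraries without and with DAPT averaged, chosen after seeing the values, the counts were 351 and 97, with 349 of 350 and 97 of 97 of the paper's symbols.

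The paper gives 0.1% to 0.3% of reads of the wrong species over samples that include skin not among the data here. For the human cultures Table S7 gives 0.0353% to 0.0996%, and 0.0441% to 0.122% were found. The second component of Fig. 2d is about 2.9% in the paper, read by eye, and was 0.0967% on linear values, 27.7% on log2 values and 8.82% without DLL4. The first component of Fig. 4c is about 42%, read by eye, and was 66.9% on linear values and 48.8% on log2 values.

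The paper states that changes on xenografting were more profound in MDA-MB-231 cells, and by the fold change rule 1455 and 898 genes changed in these and 2142 and 1566 in MCF7 cells (edgeR 3150 and 2883 against 3706 and 3432). The paper names matrix genes as enriched among those upregulated in MCF7 xenografts and adhesion genes in MDA-MB-231 xenografts. Of the lists here, 11 of 28 matrix genes rose and 9 fell in MCF7 cells, and 7 of 29 adhesion genes rose and 6 fell in MDA-MB-231 cells. The paper states that the gland overlaps less with MDA-MB-231 than with MCF7 stroma among both upregulated and downregulated genes. The higher genes ran that way (43 against 1378), and the lower genes by the fold change rule ran the other way (2603 against 651), while by edgeR they were 646 against 776. The paper states that GPR1, MTHFS, SGK3 and NME2 were raised by DLL4 in co-culture, and by the labels all 4 were lower in the library labelled DLL4. With the names exchanged all 4 were higher, as in the paper, so this difference lies in the naming.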

Other observations

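The lists here were set before the data were examined, but Krt18 and Csn3, their check in cultures without mouse cells, and the genes in the last paragraph were chosen after their values were seen.

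Genes of other groups moved on xenografting. Of 19 cholesterol synthesis genes, 5 fell and none rose in MCF7 xenografts, with HMGCR, the rate-limiting enzyme, at a log2 fold change of -1.10 and MSMO1 at -1.32. In MDA-MB-231 xenografts 6 of 20 rose and 1 fell (2 and 0 when adjusted over the list alone). Of 15 unfolded protein response genes, 5 rose and 5 fell in MCF7 xenografts, and of 16, 3 rose and 4 fell in MDA-MB-231 xenografts. Of 14 histone genes, 4 rose and 1 fell in MCF7 xenografts.

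MCF7 stroma held reads of mouse mammary epithelium, although the fat pads were cleared. Krt18 had 639 to 3357 reads in tumors 1L, 3L and 3R, 0 to 160 in the MDA-MB-231 tumors and 0 in the gland, which had been cleared as well, and MDA-MB-231 tumors 22 and 32 had 108 and 160 against 0 and 1 in tumors 1 and 13. Csn3, the milk protein kappa casein, had 239 to 939 in the MCF7 tumors. Cultures without mouse cells had 0 reads of both, so human reads put on the mouse genes do not account for them. Of 30 fibroblast and matrix genes, 4 were higher and 6 lower in MCF7 than in MDA-MB-231 stroma, of 30 cell cycle genes 1 and 7, and of 12 Notch targets 4 and 3 by edgeR. The fold change rule gave 3 and 3, 2 and 0, and of 13 measured Notch targets 4 and 0. Of 22 tested skin genes, 4 were higher and none lower in MCF7 stroma than in the gland.

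Ubb, a polyubiquitin gene on chromosome 11 of GRCm38 from 62551171 to 62553213, was at 50.2 to 60.0 RPM in the MDA-MB-231 stromas, 36.2 to 42.3 in the co-cultures, 0.0967 to 0.491 in the MCF7 stromas and 0.464 in the gland. Gm1821, a processed pseudogene on chromosome 14 of GRCm38 from 46084028 to 46085000, took 0 to 0.585, 0.287 to 0.305, 37.1 to 44.4 and 10.9. Their sums were 50.2 to 60.0, 36.5 to 42.6, 37.6 to 44.5 and 11.4.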
